# The immune cell landscape and response of Marek’s disease resistant and susceptible chickens infected with Marek’s disease virus

**DOI:** 10.1038/s41598-023-32308-x

**Published:** 2023-04-01

**Authors:** Wesley C. Warren, Edward S. Rice, Ashley Meyer, Cari J. Hearn, Alec Steep, Henry D. Hunt, Melissa S. Monson, Susan J. Lamont, Hans H. Cheng

**Keywords:** Computational biology and bioinformatics, Genetics, Immunology

## Abstract

Genetically resistant or susceptible chickens to Marek’s disease (MD) have been widely used models to identify the molecular determinants of these phenotypes. However, these prior studies lacked the basic identification and understanding of immune cell types that could be translated toward improved MD control. To gain insights into specific immune cell types and their responses to Marek’s disease virus (MDV) infection, we used single-cell RNA sequencing (scRNAseq) on splenic cells from MD resistant and susceptible birds. In total, 14,378 cells formed clusters that identified various immune cell types. Lymphocytes, specifically T cell subtypes, were the most abundant with significant proportional changes in some subtypes upon infection. The largest number of differentially expressed genes (DEG) response was seen in granulocytes, while macrophage DEGs differed in directionality by subtype and line. Among the most DEG in almost all immune cell types were granzyme and granulysin, both associated with cell-perforating processes. Protein interactive network analyses revealed multiple overlapping canonical pathways within both lymphoid and myeloid cell lineages. This initial estimation of the chicken immune cell type landscape and its accompanying response will greatly aid efforts in identifying specific cell types and improving our knowledge of host response to viral infection.

## Introduction

Marek’s disease virus (MDV), a highly oncogenic alphaherpesvirus that infects chickens, causes great losses to the poultry industry by inducing T cell lymphomas and immunosuppression in susceptible birds^1,2^. MDV establishes persistent infection in its host with clinical symptoms as early as three weeks post infection. Vaccines against Marek’s disease (MD) are routinely administered to all commercial poultry but have repeatedly lost efficacy over time due to the evolution of new and more virulent MDV strains. While MD vaccines are highly protective in controlling tumor incidence, it is hypothesized that their inability to eliminate viral replication or transmission has been a major factor in the emergence of more virulent MDV strains in MD-vaccinated flocks^2^.

MDV evades the host immune response through inhibition of important pathways, such as downregulation of MHC class I^3^, thus, allowing the virus to achieve latency and establish persistent lifelong infection. MDV can escape innate immunity through downregulation of interferon expression^4^; multiple MDV proteins, including the viral oncogene, *Meq*, are able to inhibit type 1 interferon production via the cGAS-STING pathway, which may allow evasion of early innate responses to viral infection, and escape of antitumor pathways^5^. MDV genes can also undergo alternative splicing in infected B cells, suggesting ongoing viral diversity is a key part to its survival in the host^6^. The dynamics of MDV emergence are correlated with numerous factors such as bird age, time of year, host genetic background, and diet, making intervention and control very challenging^7,8^.

The search for a better understanding of MD resistance is complicated by its polygenic basis with the major histocompatibility complex (MHC) locus as a known major influence on MD resistance^1^ as well as non-MHC genetic factors. Avian Disease and Oncology Laboratory (ADOL) lines 6_3_ and 7_2_ are two highly inbred White Leghorn lines that are relatively MD resistant and susceptible, respectively^1^, and have proven invaluable for understanding the underlying mechanisms of genetic resistance to MD. Hereafter, these lines are referred to as resistant and susceptible. Because both lines share the same B2 MHC haplotype, this greatly enables identification of non-MHC genes that influence MD incidence. Despite the complexity of MD resistance, researchers have identified a large number of candidate genes that collectively account for over 80% of the genetic variance between the two lines with allele-specific expression differences observed in response to MDV infection within and between lines^9^. Also, a GWAS study of MD resistance has identified 38 QTLs that after retesting the underlying variants in elite commercial lines suggests many of these loci are associated with overcoming MDV infection^10^. These genetic studies collectively show the expected polygenic nature of the MD genetic resistance.

Transcriptome analysis in MDV infection research has thus far either involved the preparation of bulk RNA from whole organ homogenates^11^ or the isolation and study of a few single cell types, such as macrophages^12^. The host response to MDV within macrophages from both MD resistant and susceptible lines showed significant gene regulatory changes with stronger virally induced responses in cells from susceptible birds (n = 1,265 genes regulated)^12^. Among lymphocytes, B cells are infected early following MDV entry into the lung and a large (n = 2,186) in vitro DEG response was found in MDV-infected B cells compared to control B cells, with an enrichment for cytokine-cytokine receptor activation pathways^13^. While these studies have yielded gene expression signals relevant to the host immune response to MDV infection in specific cell types or as aggregate transcriptomes, the context of coregulation of molecular pathways by all cell types has been missing. Cell type specific responses to systemic infection are important for understanding MDV’s evasion of immune response, and single-cell RNA sequencing (scRNAseq) now allows for reconstruction of distinct cell populations and their gene expression patterns. Recent work broadly illustrates the depth of exploration possible when investigating immune response by cell type regardless of the virus type or host species^14,15^.

In this study, we performed scRNAseq to determine the splenic cellular reaction during the cytolytic phase (six days post infection (dpi)) in MD resistant or susceptible chickens when in uninfected control or MDV-infected states (Fig. 1). Our study adds to the prior but limited immune cell landscape knowledge of the chicken^16,17^, especially in spleen, using scRNAseq of splenic-derived mononuclear leukocytes; we annotated major cell populations based on known chicken immune cell markers and inferred similarities to mammalian immune cell types. We then determined the compositional and transcriptional changes occurring upon MDV infection for these immune cell types*.* The use of birds infected with virulent MDV and uninfected controls from both resistant and susceptible lines served to identify differences in early cellular responses, which are likely to be important for early control of viral replication and tumorigenesis.

**Figure 1:**
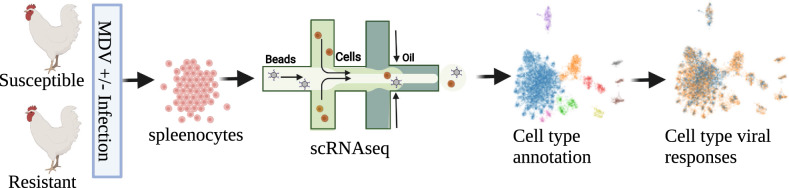
Experimental design to differentiate splenic-derived lymphocyte transcriptome responses to MDV infection in resistant and susceptible lines of chickens.

## Results

### Cellular transcriptomics

Our previous work with these two lines demonstrated robust viral responses in measured phenotypes of resistance and their gene expression^1,9^. For this study birds by line at one week of age were intra-abdominally infected or not and then evaluated in the later part of the acute phase. After splenic-derived leukocyte harvest from MDV-infected and control birds from both lines, we recovered 22,566 cells after standard quality control filtering (see methods). 

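The cells came from the spleens of 12 chickens, sequenced as 1 library per bird. By the sample labels, 3 birds of the resistant line and 3 of the susceptible line were infected with MDV, the herpesvirus that causes Marek's disease, and 3 birds of each line were uninfected controls. The methods describe more birds per group, and give infection at 1 week of age with 2000 pfu. All were taken 6 days after infection or at the matching age. In droplet sequencing each transcript is tagged with a cell barcode and a unique molecular identifier (UMI), so that copies made by PCR are counted once. The authors aligned the reads and counted UMIs with Cell Ranger 3.1.0 against the GRCg6a genome with its Ensembl gene models, and the deposited values are whole-number UMI counts, not normalized, for 22382 genes in 22566 cell barcodes, pooled over all 12 libraries. Each barcode carries a library number from 1 to 12 that no source used here pairs with a bird. No cell could therefore be assigned to a line or an infection state, comparisons of infected with control birds were not analysed here, and values of the libraries are given as a range and median of unlabelled samples. Between 729 and 4598 barcodes were found per library, with a median of 1463. The UMIs per library ran from 629559 to 3019655, with a median of 1530680, and summed to 19432911. From these counts the filters, the normalization, the batch correction by library and the 2 rounds of clustering were repeated at the settings given in the paper's methods. Shares of cells are given with exact Clopper-Pearson 95% confidence intervals, which cover counting error only and not the spread between birds.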

In total, 14,378 cells passed further quality control metrics for gene number expressed, total read counts, and percent counts mapping to mitochondrial and ribosomal genes. 

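Applying the limits stated in the methods to the 22566 barcodes left 14380 cells, or 63.7%. Fewer than 200 genes were detected in 4175 barcodes, more than 1000 genes in 487 and more than 2500 UMIs in 1172. Mitochondrial genes, of which the annotation lists 13, held more than 20% of the UMIs of 3156 barcodes, and the 81 ribosomal protein genes held more than 50% of the UMIs of 709. There were 1497 barcodes that failed more than 1 of these limits. The cells kept held 9890944 UMIs. From 293 to 3061 cells were kept per library, with a median of 981.5, and the share of barcodes kept ran from 40.2% to 80.6%. The methods name no step against doublets, and none were removed. The doublet caller Scrublet marked only 18 of 15489 cells, and its calls were not used. Of the alternatives, a lower limit of 300 genes moved the number most, to 8108 cells.

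**Figure D1:**
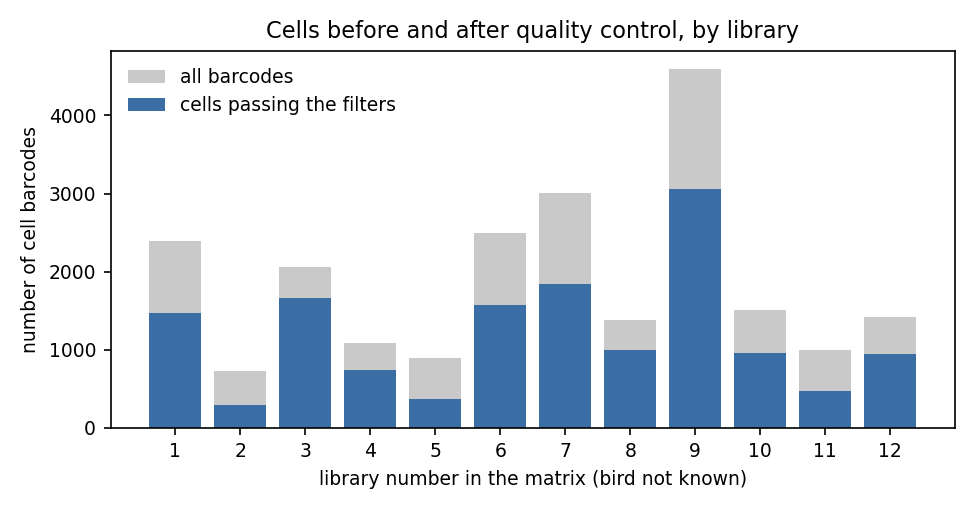
Number of cell barcodes (y axis) in each of the 12 libraries of the matrix, by library number (x axis). Grey bars are all barcodes and blue bars the cells that passed the filters, from 293 to 3061 per library.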

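Among the 14380 cells kept here, the median number of genes with a UMI was 315 per cell, with a 95% interval of 313 to 317 from the ranked values. The median number of UMIs was 543 per cell (95% interval, 537 to 548). The median number of genes per cell differed between libraries, from 277 to 409, and the median over the 12 libraries was 333. Raising the lower limit to 300 genes raised the median most, to 396 genes.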

A median of 478 genes were detected per cell. To account for both batch effects and true differences between cells of the same type in different samples, we integrated cells across samples using Harmony^18^. 

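Harmony moves cells within the space of the principal components until clusters of similar cells mix the libraries. It was re-implemented here from its published algorithm, with the library number as the batch and 20 principal components. Among the 10 nearest neighbors of a cell, 29.8% came from the cell's own library before the correction and 17.0% after it, against 11.5% if the libraries were fully mixed. The share of neighbors from the same library was lower after the correction in 12 of 12 libraries.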

We manually inspected all initial clusters after dimensionality reduction using uniform manifold and approximation projection (UMAP^19^) and unsupervised clustering of all cellular transcriptomes using the Leiden algorithm^20^. 

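The first clustering, at a Leiden resolution of 0.3, gave 17 clusters. The cluster led by cell-cycle genes held 3052 cells, 21.2% of those kept, and was removed as the methods describe. TPX2 had a UMI in 18.1% of its cells and in 3.54% of all others, and TOP2A in 24.4% and 7.25%. The size of this cluster depended on the random seed of the algorithm and on the numerical routines. It ran from 1306 to 3594 cells over 10 seeds with each of 2 sets of routines, with 17 clusters in each, and was smaller still with some seeds under routines that only some processors offer. A UMI of CD3E, CD3D or the TCR β chain was found in 77.0% of the removed cells and in 67.8% of the others. The remaining 11328 cells gave 15 clusters at a resolution of 0.25. A cluster was named after a cell type of the paper, with the ending -like, when at least 3 of the markers chosen from the paper for that type had a UMI in at least 10% of its cells and at least 1.5 times the depth-normalized level (CPM) of all other cells. These limits were set after the counts were seen, whereas the markers were fixed before. In this way 10 of the 12 cell types were found, leaving out T cells (1) and T cells (2). Another 2 clusters carried hemoglobin genes and 3 stayed unnamed.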

The distribution of individual cells by cluster are mostly uniform by viral infection state or across genetic lines (Suppl. Figure 1) to yield 12 transcriptionally distinct clusters of cells for further analysis.

### Cell type identification

Before cell type identification, DEGs in each cluster compared to all other clusters were identified. As there are few well-curated chicken gene markers for major immune cell types, manual curation was essential, which included inference with human and mouse scRNAseq databases in combination with searches of chicken immune studies for avian-specific expression patterns. Some DEGs in each cluster were unannotated (i.e., just Ensembl gene identifiers), so additional curation was carried out to assign gene ontology, if possible. For example, upon further curation the unannotated *ENSGAL00000015461* gene is *Bu-1*, a definitive marker of chicken B cells^21^. However, multiple DEGs had neither orthologs with other species nor previous studies determining their ontology (Suppl. Table 1). 

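The matrix lists this gene as ENSGALG00000015461, without a symbol. It had a UMI in 241 of the 987 antigen-presenting B cell-like cells, or 24.4% (21.8% to 27.2%), with 469 CPM there and 9.71 CPM in all other cells. T cell-like cells should lack Bu-1, and 12 of 4365 of them had a UMI, or 0.275%. The median depth was 586 UMIs in the former and 536 in the latter. With every cell thinned at random to 500 UMIs, and the 368 and 1922 shallower cells left out, the shares were 19.5% and 0.0819%. Suppl. Table 1 gives Bu-1 with another identifier, ENSGALG00000001894, which the same table lists for cluster 1 as a gene with a PH domain. That gene had a UMI in 3.14% of antigen-presenting B cell-like cells, at 0.685 times the CPM of all other cells. It was found in 214 of the 1351 effector T cell (γδ enriched)-like cells, or 15.8% (13.9% to 17.9%), at 8.50 times the CPM of all other cells.

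**Figure D2:**
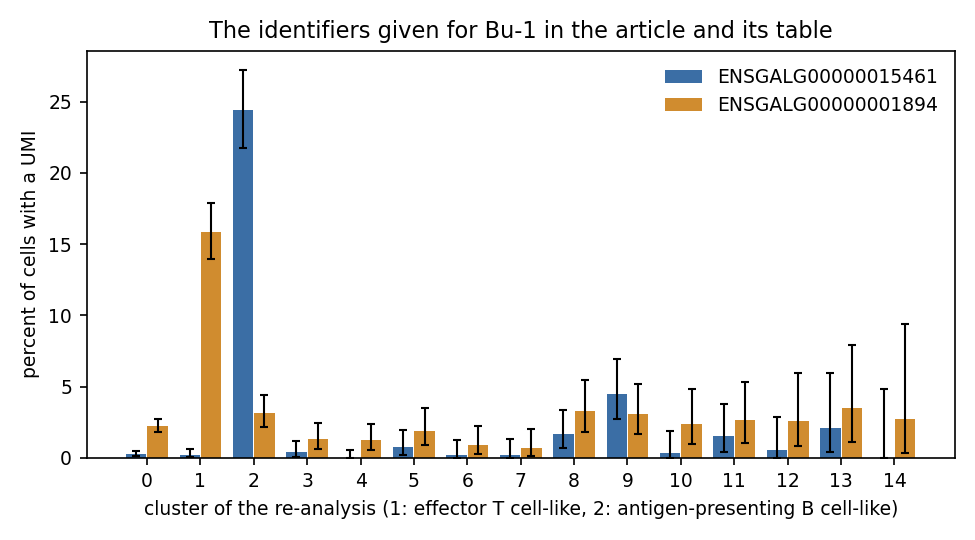
Percent of cells with a UMI (y axis) of ENSGALG00000015461 (blue) and ENSGALG00000001894 (orange) in each cluster of the re-analysis, by cluster number (x axis). Error bars are exact 95% binomial intervals, and the highest bars are at 24.4% in cluster 2, the antigen-presenting B cell-like cluster, and 15.8% in cluster 1, the effector T cell (γδ enriched)-like cluster.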

Our identification of the cell type mostly used the top 20 significantly DEGs per cluster (Suppl. Table 1; *p* < 0.01; Fig. 2A), where our assignments represent a prediction based on cells that occupy a transcriptionally distinct cluster. 

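For each cluster, genes were ranked here by the fold of their CPM over all other cells, among genes with a UMI in at least 10% of the cells of the cluster. No p-value is given, because the same counts define the clusters. The plasma B cell-like cluster had 58 genes at 5-fold or more, the granulocyte (1)-like cluster 64 and the macrophage (1)-like cluster 53. The T cell-like cluster had 0 at that level and was led by CD28 at 4.68-fold. DOK3 led the antigen-presenting B cell-like cluster at 73.7-fold, LGALS2 the antigen-presenting myeloid cell-like cluster at 186-fold and CXCL13 the macrophage (2)-like cluster. Of the clusters without a name, one with 266 cells had no gene at 5-fold and was led by CDK6 at 2.23-fold. Another with 193 cells had only OIT3 at that level, and the last, with 74 cells, was led by CATHL3 at 706-fold. From such lists of genes for each cluster, read against markers known in chicken, human and mouse, the paper predicts the cell type of each of its clusters.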

Future experiments should validate if these varied immune cell types truly define a cell type, e.g., antigen presenting or plasma B cells. 

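TCF7 had a UMI in 1922 of the 4365 T cell-like cells, or 44.0% (42.6% to 45.5%), with 1091 CPM there and 355 CPM in all other cells. Plasma B cell-like cells, which should lack it, had a UMI in 5.13% although they were deeper, with a median of 698 UMIs against 536. Other clusters held more, with TCF7 in 22.5% of macrophage (1)-like and 19.2% of antigen-presenting myeloid cell-like cells. Of the alternatives, thinning to 500 UMIs moved this share most, to 33.4%, and the share in plasma B cell-like cells, with 127 left out, to 3.31%. TCF7 was higher in T cell-like cells than in the other cells of the library in 12 of 12 libraries. The Ig λ chain gene ENSGALG00000049450 had a UMI in 313 of 429 plasma B cell-like cells, or 73.0% (68.5% to 77.1%), with 89547 CPM. Its share in T cell-like cells was 2.75%, with 49.6 CPM. Without batch correction the share in plasma B cell-like cells moved most, to 98.7%. Because such genes help to define the clusters, the clustering was also repeated without 140 named genes, those of the marker lists, of the paper's text and at the top of each cluster. The Ig λ chain then had a UMI in 47.8% of plasma B cell-like cells, at 187-fold, and TCF7 in 37.7% of T cell-like cells, at 2.34-fold.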

Some genes demonstrate the shared lineage expected from prior studies, e.g., transcription factor 7 (*TCF7*; Fig. 2C), an established T cell marker, while others are more cell-type specific, e.g., Ig λ chain (*IGLL1*; *ENSGALG00000049450*; Fig. 2D) in plasma B cells. We hereafter report our cell type predictions by their lymphoid or myeloid categorizations (see Fig. 2B).

**Figure 2:**
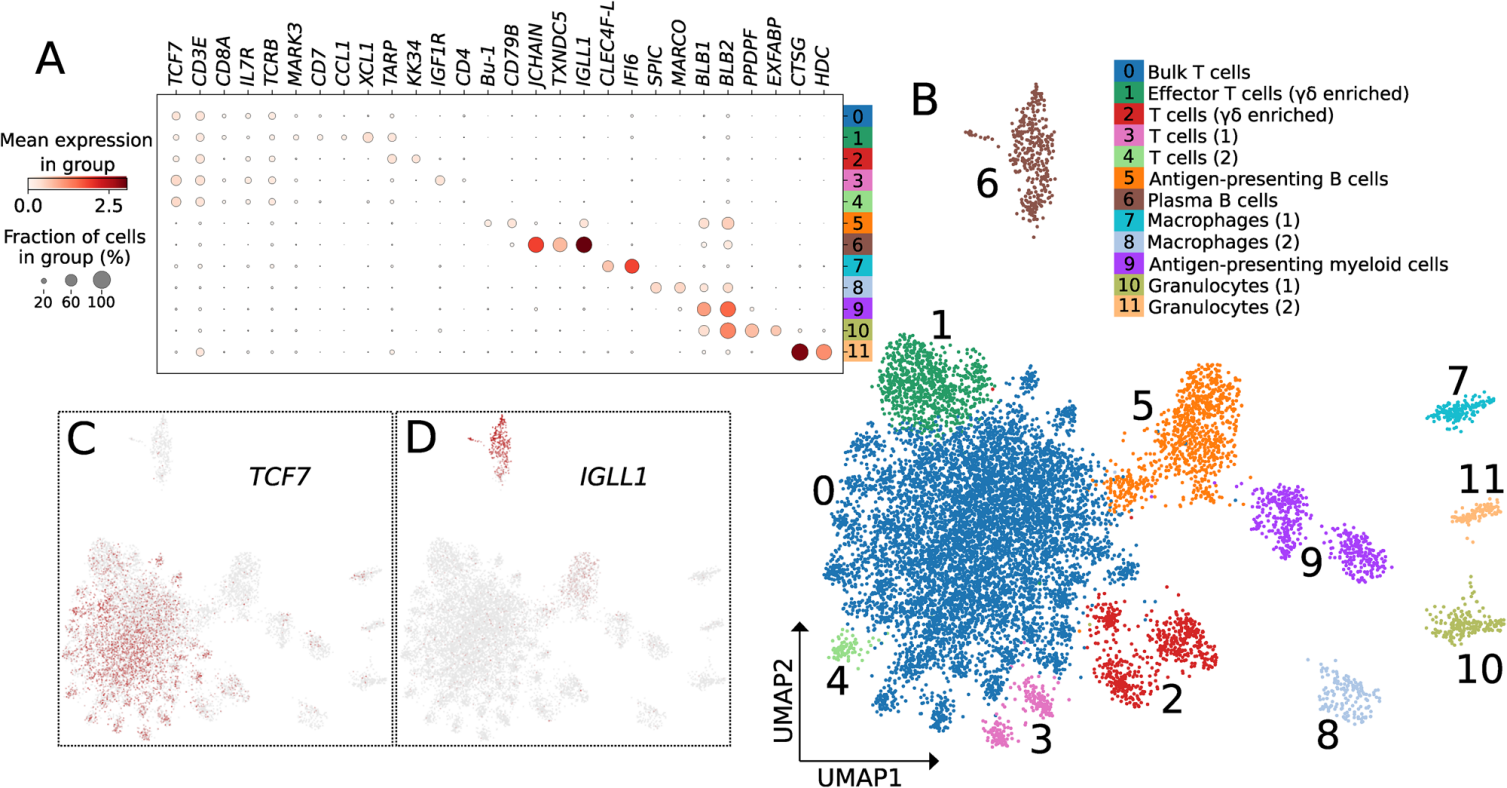
Cell clusters and assigned identities. (**A**) Cluster-specific expression of immune cell marker genes used to assign cell identities to the 12 clusters. Percentage of cells in a cluster expressing a gene (dot size) and mean expression intensity (dot shade) are both represented in this plot. We used these data to assign a cell identity to each numbered cluster, labeled on the right and corresponding to cluster colors in (**B**). (**B**) Uniform manifold approximation and projection (UMAP) plot of all immune cells across samples and conditions. Cells are partitioned into 12 Leiden clusters, numbered and colored based on cluster assignment. (**C**,**D**) UMAP plots with each cell colored by its level of expression of *TCF7* (**C**) and *IGLL1* (**D**), demonstrating that some markers are expressed by all subtypes of a more general cell type, such as *TCF7*, which is expressed by all Tcell subtypes (**C**), whereas other markers are specific to a single cluster, such as *IGLL1*, which is primarily expressed by plasma B cells, with lower expression in antigen-presenting B cells (**D**).

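Of the clusters found here, the largest was the T cell-like cluster, with 38.5% of 11328 cells (37.6% to 39.4%). Over the 12 libraries its share ran from 32.3% to 45.1%, with a median of 39.6%. The effector T cell (γδ enriched)-like cluster held 11.9% of cells and the T cell (γδ enriched)-like cluster 5.74%. The antigen-presenting B cell-like cluster held 8.71% and the plasma B cell-like cluster 3.79%. Among the myeloid types, the granulocyte (1)-like cluster held 4.64%, the macrophage (2)-like cluster 3.77%, the antigen-presenting myeloid cell-like cluster 3.73%, the macrophage (1)-like cluster 2.59% and the granulocyte (2)-like cluster 1.27%. The 2 clusters with hemoglobin genes held 10.6% of cells, and the 3 unnamed clusters 4.71%. The share of T cell-like cells moved most when scaled values were limited to 10, an alternative chosen after seeing the data, to 55.3%. A lower resolution of 0.15 gave 12 clusters and a higher one of 0.5 gave 20. TCF7 had a UMI in 22.7% (20.5% to 25.1%) of effector T cell (γδ enriched)-like cells and in 20.8% (17.7% to 24.1%) of T cell (γδ enriched)-like cells, at 0.751 and 0.612 times the CPM of all other cells. Without upper limits on genes and UMIs these folds became 1.20 and 1.04. Macrophage (1)-like cells had TCF7 in 22.5% and antigen-presenting myeloid cell-like cells in 19.2%. The shares in the γδ enriched clusters thus do not stand clear of those outside T cells. The Ig λ chain had a UMI in 34.5% (31.6% to 37.6%) of antigen-presenting B cell-like cells, with 1201 CPM.

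**Figure D3:**
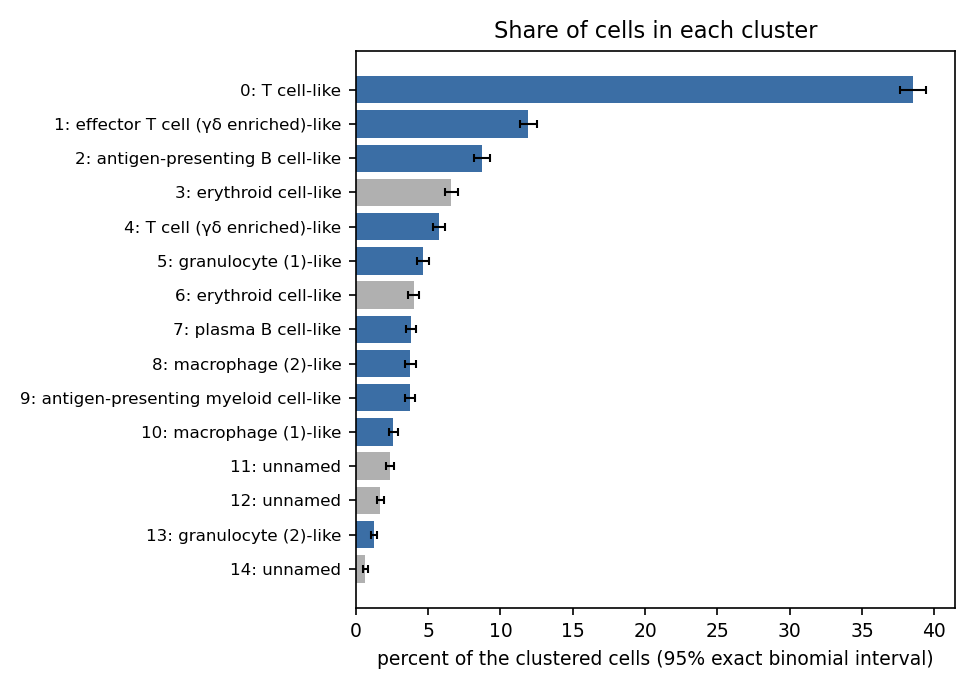
Percent of the 11328 clustered cells (x axis) in each of the 15 clusters (y axis, cluster number and name). Blue bars carry the name of a cell type of the paper, grey bars do not, and error bars are exact 95% binomial intervals. The T cell-like cluster is the largest, at 38.5%.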

### Lymphoid cells

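The gene ENSGALG00000014754, named TCRB in the paper, had a UMI in 1451 of 4365 T cell-like cells, or 33.2% (31.8% to 34.7%). Among plasma B cell-like cells, with a median depth of 698 UMIs against 536 in T cell-like cells, it had a UMI in 48 of 429, or 11.2%. Its level was 705 CPM in T cell-like cells and 267 CPM in all other cells, and it was higher in T cell-like cells in 12 of 12 libraries. Thinned to 500 UMIs per cell, the shares were 26.7% and 5.96%. In the clustering without the named genes the share in T cell-like cells was 28.6%.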

Cluster 0, the largest grouping, appears to be an aggregate of T cell types (Fig. 2B), enriched for αβ T cells with the presence of T cell receptor (TCR) β chain (*TCRB*; *ENSGALG00000014754*; Fig. 2A; Suppl. Figure 2). 

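Among the T cell-like cells, 467 had a UMI of TARP, or 10.7% (9.80% to 11.7%), against 13 of 429 plasma B cell-like cells, or 3.03%. Outside T cells the share was also 9.72% in antigen-presenting myeloid cell-like cells, 9.22% in macrophage (1)-like cells and 15.3% in granulocyte (2)-like cells. The chain genes were compared cell by cell. A UMI of TCRB without one of TARP was found in 1307 cells, and of TARP without TCRB in 323 cells. There were 144 cells with UMIs of both genes, where 155 would be met if the genes were independent. The paper's TCR δ chain gene, ENSGALG00000043654, was met together with TARP in 134 cells, where 33.9 would be met. It was met together with TCRB in 53 cells, where 105 would be. Within this cluster the γ and δ chain genes thus went together, and the δ chain gene went apart from TCRB. The level of TARP in T cell-like cells was 0.638 times that of all other cells. When the named genes were left out of the clustering, no separate γδ enriched clusters were found, and the T cell-like cluster had TARP in 18.4% of its cells, at 2.18 times the level of all other cells.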

Some cells belonging to this cluster also expressed *TARP* (TCR γ chain; Fig. 2A; Suppl. Figure 2), but αβ T cells are the most abundant. T cell gene markers *TCF7* (Fig. 2C), CD3ε molecule (*CD3E),* CD4 molecule (*CD4*), CD8α molecule (*CD8A)*, and interleukin 7 receptor (*IL7R)* are also present (Suppl. Table 1). 

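CD3E had a UMI in 44.3% (42.8% to 45.8%) of T cell-like cells, IL7R in 24.5% (23.3% to 25.8%), CD8A in 12.6% (11.6% to 13.6%) and CD4 in 9.05% (8.21% to 9.94%). The same genes had a UMI in 13.1%, 2.33%, 5.59% and 1.63% of plasma B cell-like cells, which were deeper, with a median of 698 UMIs against 536. Higher shares of CD3E outside T cells were 25.1% in macrophage (2)-like and 36.8% in granulocyte (2)-like cells. The annotation carries the symbol CD8A on 3 features, and their UMIs were summed. CPM in T cell-like cells was 2.01 times that of all other cells for CD3E, 3.37 times for IL7R, 1.83 times for CD8A and 5.19 times for CD4, and each was higher in 12 of 12 libraries. In cells thinned to 500 UMIs, CD3E was found in 36.8% of T cell-like cells and 10.9% of plasma B cell-like cells, and CD4 in 6.26% and 1.32%. With the named genes left out of the clustering, CD3E had a UMI in 42.8% of T cell-like cells and CD4 in 6.38%.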

Due to limited resolution, we were not able to further subdivide this cluster into sub-clusters representing these constituent Tcell subtypes. Although there is a clear signal showing a group of CD4-expressing T cells inside the "bulk T cell" cluster, we were unable to adjust clustering parameters in a way that separated these cells from the other T cells in this cluster in our analysis. Therefore, we labelled cluster 0 as bulk T cells.

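In the neighbor graph of the T cell-like cluster, 20.5% of the neighbors of a cell with a CD4 UMI had one too, against 7.04% of the neighbors of a cell without. For CD8A these values were 16.6% and 12.3%. Neither gene was kept out of the graph, and the values were not compared within libraries or at equal depth. Cells with a UMI of the same gene may therefore lie close for these reasons alone, and the values are no separate evidence of a CD4 group. UMIs of both CD4 and CD8A were found in 18 cells, where 49.7 would be met if they were independent. Raising the resolution to 0.5 divided the T cell-like cells mainly into 2 clusters, of 3083 and 1048 cells. A CD4 UMI was found in 258 cells of the larger cluster, or 8.37% (7.41% to 9.40%), and in 130 of the smaller, or 12.4% (10.5% to 14.6%). The clusters also differed in TOP2A, found in 8.92% and 2.19% of their cells, and in GZMA, found in 20.1% and 9.54%. Because GZMA differed widely between libraries, these shares were compared again library by library, after they had been seen. At the shares of the larger cluster in each library, 170 cells of the smaller one would have a GZMA UMI, where 100 did, a ratio of 0.588 (0.479 to 0.716). For TOP2A 82.1 would have one and 23 did, and for CD4 93.8 would and 130 did, a ratio of 1.39 (1.16 to 1.65).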

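In the 1351 effector T cell (γδ enriched)-like cells, TARP had a UMI in 488 cells, or 36.1% (33.6% to 38.7%), and ENSGALG00000043654, named TCRD in the paper, in 410, or 30.3% (27.9% to 32.9%). T cell-like cells had TCRD in 7.26%, and plasma B cell-like cells had TARP in 3.03% and TCRD in 4.20%. The median depths of these 3 groups were 544, 536 and 698 UMIs. The level of TARP was 3.79 times and that of TCRD 2.76 times that of all other cells, and both were higher in 12 of 12 libraries. Thinned to 500 UMIs, with 576 of these cells left out, the shares were 30.3% for TARP and 29.4% for TCRD. UMIs of both genes were found in 258 cells, where 148 would be met if they were independent.

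**Figure D4:**
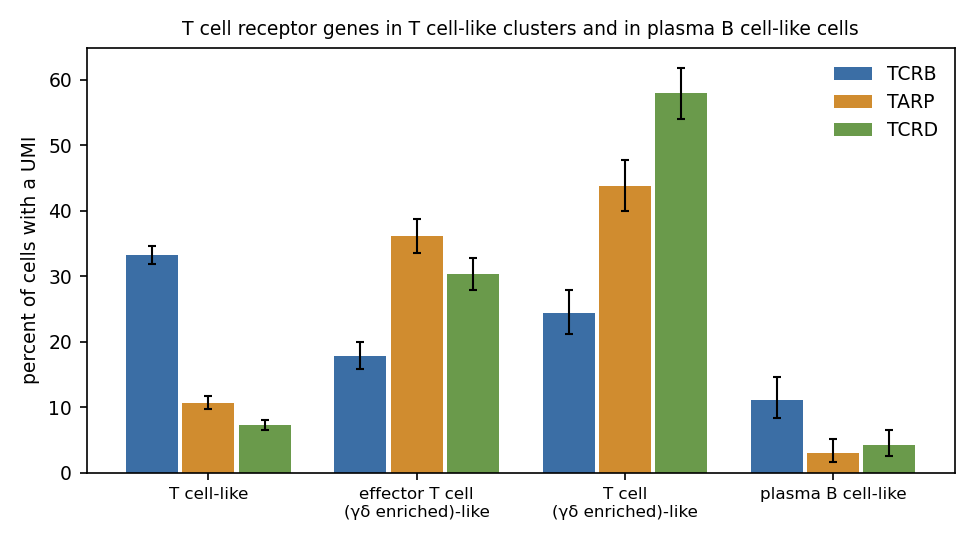
Percent of cells with a UMI (y axis) of TCRB (blue), TARP (orange) and TCRD (green) in the T cell-like, effector T cell (γδ enriched)-like, T cell (γδ enriched)-like and plasma B cell-like clusters (x axis). Error bars are exact 95% binomial intervals. TCRB is highest in the T cell-like cluster, at 33.2%, and TCRD in the T cell (γδ enriched)-like cluster, at 58.0%.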

Cluster 1 showed γδ T cell enrichment based on *TARP* (Fig. 2A) and TCR δ chain (*TCRD*; *ENSGALG00000043654*; Suppl. Table 1) expression. T cell lineage genes such *CD7* and interleukin 2 receptor subunit beta (*IL2RB)* were expressed (Fig. 2A; Suppl. Table 1) and when considering the localized expression of X-C motif chemokine ligand 1 (*XCL1)*, a chemokine associated with T cell activation^22^ (Fig. 2A; Suppl. Figure 2), we classified cluster 1 as effector T cells (γδ enriched).

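XCL1 had a UMI in 480 of 1351 effector T cell (γδ enriched)-like cells, or 35.5% (33.0% to 38.1%), with 899 CPM there and 59.3 CPM in all other cells. CD7 was found in 22.5% (20.3% to 24.8%) and IL2RB in 18.1% (16.0% to 20.2%), at 6.40 and 6.68 times the CPM of all other cells. The shares in plasma B cell-like cells, at a median of 698 UMIs against 544, were 0.932% for XCL1, 1.86% for CD7 and 0.932% for IL2RB. All 3 genes were higher in the effector T cell (γδ enriched)-like cells in 12 of 12 libraries. XCL1 was not limited to this cluster and was found in 3.83% of T cell-like cells and in 5.62% of macrophage (2)-like cells. These 3 genes belong to the markers behind the name of the cluster. No cluster took this name when the named genes were left out of the clustering, at a resolution of 0.15 or with a seed of 1.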

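The T cell (γδ enriched)-like cluster held 650 cells with a median depth of 567 UMIs. KK34 had a UMI in 225 of them, or 34.6% (31.0% to 38.4%), with 920.2 CPM there and 5.28 CPM in all other cells. Of plasma B cell-like cells, at a median of 698 UMIs, 0 of 429 had a KK34 UMI, which allows a share of up to 0.699%, and of T cell-like cells 11 of 4365. It was higher in this cluster in 10 of the 12 libraries. Among all cells that passed the filters, KK34 was at 55.0 to 102 CPM in libraries 1, 3, 4, 6, 7 and 12. It was at 14.3 CPM in library 2, 5.94 in library 10, 2.15 in library 8 and 0.518 in library 9. In libraries 5 and 11 it was at 0. Library 9 gave 89 of the 650 cells, so that the share pools libraries with and almost without KK34 UMIs. TCRD had a UMI in 377 cells, or 58.0% (54.1% to 61.8%), and TARP in 285, or 43.8% (40.0% to 47.8%), at 8.84 and 4.15 times the CPM of all other cells. Thinned to 500 UMIs, which left out 253 of the cells, KK34 was found in 29.0%, TCRD in 55.7% and TARP in 37.8%. The cluster was not found when the named genes were left out of the clustering or with the top 2000 highly variable genes.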

In cluster 2, *TARP* and *TCRD* expression are also observed (Fig. 2A; Suppl. Table 1) but compared to effector T cells (γδ enriched), we suggest cluster 2 cells are in a different state due to *GM-CSF* family chicken-specific cytokine *KK34* gene expression (Fig. 2A; Suppl. Figure 2). Another distinguishing T cell marker was the retinoic acid related orphan receptor (*RORC*; Suppl. Table 1) that is a therapeutic target for T cell-associated diseases in humans^23^. *RORC* (in its γt isoform) is strongly associated with TH17 immune responses in mammals, including classical TH17 helper T cells, certain TH17-like innate lymphocytes, and γδ T cell populations ^23,24^. This cell type may represent chicken TH17-like T cells; however, further characterization is needed to demonstrate typical TH17 cytokine activity. We therefore labelled cluster 2 as T cells (γδ enriched).

Clusters 3 and 4 expressed T cell markers but less definitive evidence was available to assign specific T cell type (Suppl. Table 1). 

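No cluster of the re-analysis met the limits for T cells (1). Of the 5 markers taken from the paper for this type, IGF1R, SLC9A9, KLF13, SATB1 and H3F3C, at most 1 passed in any cluster, and at most 2 in any cluster of the other settings. In no cluster did IGF1R, SLC9A9 or SATB1 reach the limit of 10% of cells, with highest shares of 7.60%, 5.56% and 8.73%. The 3 markers needed were thus out of reach, and the missing name does not show that such cells are absent. The list also leaves out TCF7, IL7R and CD3E, which the paper names for this type. IGF1R had a UMI in 262 of 11328 cells, or 2.31%. Its highest share was 7.60% (5.49% to 10.2%), in the granulocyte (1)-like cluster, followed by 5.08% in the T cell (γδ enriched)-like cluster. The T cell-like cluster had IGF1R in 2.98% of cells, against 0.699% of plasma B cell-like cells, at median depths of 536 and 698 UMIs. SATB1 was found in 8.73% of T cell-like cells and 1.63% of plasma B cell-like cells, and KLF13 in 15.1% and 3.03%. The values of TCF7, IL7R and CD3E in a separate T cell (1) cluster were therefore not analysed here.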

In cluster 3, *TCF7, IL7R*, *CD3E,* and insulin like growth factor 1 receptor *(IGF1R*) indicate assignment of a general T cells (1) label was appropriate (Fig. 2A; Supp. Table 1). Cluster 4 was similarly designated at T cells (2), due to the expression of T cell lineage markers, such as *TCF7*, GRB related adaptor protein 2 (*GRAP2*), and CD3ζ molecule (*CD3Z*, also known as *CD247;* Fig. 2A,C).

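T cells (2) were likewise not found at the paper's settings, and 12 cells met the limits for this type at a resolution of 0.5. At the paper's settings the limit of 10% of cells was out of reach for CEP85L, PIK3R6 and STIM1. Their highest shares in a cluster were 2.59%, 6.25% and 8.98%, so that 3 markers could not pass. GRAP2 had a UMI in 559 of 4365 T cell-like cells, or 12.8% (11.8% to 13.8%), and CD247 in 789, or 18.1% (16.9% to 19.2%). The shares in plasma B cell-like cells, at a median of 698 UMIs against 536, were 2.33% and 4.66%. CPM in T cell-like cells was 1.82 times that of all other cells for GRAP2 and 1.71 times for CD247. CD247 was also found in 24.3% (21.1% to 27.8%) of T cell (γδ enriched)-like cells. GRAP2 had its highest share in the granulocyte (2)-like cluster, where 35 of 144 cells had a UMI, or 24.3% (17.6% to 32.1%).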

Clusters 5 and 6 were predicted to contain B lymphocytes that we categorized as antigen-presenting and plasma B cells, respectively. 

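In the 987 antigen-presenting B cell-like cells, CD79B had a UMI in 357, or 36.2% (33.2% to 39.3%), with 752 CPM there and 29.7 CPM in all other cells. It was found in 1.40% of T cell-like cells and in 11.2% of plasma B cell-like cells. The median depths of the 3 groups were 586, 536 and 698 UMIs. The level of CD79B was higher in this cluster in 12 of 12 libraries, and that of ENSGALG00000015461, given for Bu-1 in the paper, in 11 of 12. When the named genes were left out of the clustering, CD79B had a UMI in 17.9% (16.0% to 20.0%) of antigen-presenting B cell-like cells, at 7.64-fold, and ENSGALG00000015461 in 12.2% (10.6% to 14.0%), at 10.9-fold.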

Cluster 5 expressed the B cell markers *Bu-1*, a B cell marker in chickens^21^, and CD79B molecule (*CD79B;* Fig. 2A; Suppl. Figure 2), the signaling chain of the B cell receptor (BCR) complex. Annotation of cluster 6 was based on the marker genes Ig λ chain *(IGLL1*), IgM (*JCHAIN*), and thioredoxin domain containing 5 (*TXNDC5;* Fig. 2A,D; Suppl. Figure 2). 

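JCHAIN had a UMI in 310 of the 429 plasma B cell-like cells, or 72.3% (67.8% to 76.4%), and TXNDC5 in 275, or 64.1% (59.4% to 68.6%). T cell-like cells had them in 1.53% and 1.05%, at a median of 536 UMIs per cell against 698. JCHAIN reached 16593 CPM and TXNDC5 2869.7 CPM in plasma B cell-like cells, 175 and 138 times the level of all other cells. Both were higher in this cluster in 12 of 12 libraries. Thinned to 500 UMIs, the shares were 79.1% and 61.6% in the 302 plasma B cell-like cells deep enough, and 0.860% and 0.696% in T cell-like cells. In the clustering without the named genes, JCHAIN was found in 44.6% of plasma B cell-like cells and TXNDC5 in 39.4%.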

High *TXNDC5* expression suggest cluster 6 represents a plasmablast/plasma cell state.

### Myeloid cells

Among possible myeloid cell types, we identified antigen-presenting cells (cluster 9), granulocytes (clusters 10 and 11), and two macrophage types (clusters 7 and 8; Fig. 2B). Cluster 9 contains cells involved in antigen processing and presentation as suggested by strong expression of MHC class II beta chain genes^25^ (*BLB1* and *BLB2*; Fig. 2A). 

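In the 422 antigen-presenting myeloid cell-like cells, with a median depth of 536 UMIs, BLB2 had a UMI in 271, or 64.2% (59.4% to 68.8%), and BLB1 in 229, or 54.3% (49.4% to 59.1%). The shares in T cell-like cells, of the same median depth, were 7.49% and 3.53%. BLB2 reached 8502 CPM and BLB1 3979.6 CPM in this cluster, 13.6 and 13.9 times the level of all other cells, and both were higher in 12 of 12 libraries. Other clusters held these genes too. BLB2 had a UMI in 69.8% (65.6% to 73.7%) of granulocyte (1)-like cells, at 6107 CPM, and in 62.3% (59.2% to 65.3%) of antigen-presenting B cell-like cells, at 1733 CPM. Left out of the clustering with the other named genes, BLB2 was found in 58.3% and BLB1 in 48.9% of antigen-presenting myeloid cell-like cells. No cluster took this name without batch correction.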

Cluster 9 also expresses the Fc receptor gamma subunit (*FCER1G*; Suppl. Table 1)*,* consistent with an antigen-presenting myeloid cell label.

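FCER1G had a UMI in 86 of 422 antigen-presenting myeloid cell-like cells, or 20.4% (16.6% to 24.5%), with 496 CPM there and 138 CPM in all other cells. Its share in T cell-like cells, at the same median of 536 UMIs, was 1.37%. The level was higher in this cluster in 12 of 12 libraries. The share was larger in the granulocyte (2)-like cluster, at 43.8% (35.5% to 52.3%) and 1486 CPM, and overlapped in its interval with that of the granulocyte (1)-like cluster, at 25.9% (22.2% to 29.8%) and 632 CPM. In macrophage (2)-like cells FCER1G was found in 17.8% (14.3% to 21.8%), at 557 CPM, and in effector T cell (γδ enriched)-like cells in 10.7%.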

In cluster 10, extracellular fatty acid-binding protein (*EXFABP*) and pancreatic progenitor cell differentiation and proliferation factor (*PPDPF;* Suppl. Figure 2) expression suggests annotation as granulocyte (1). 

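PPDPF had a UMI in 209 of the 526 granulocyte (1)-like cells, or 39.7% (35.5% to 44.1%), and EXFABP in 102, or 19.4% (16.1% to 23.0%). The median depth of these cells was 500 UMIs. T cell-like cells, with a median of 536 UMIs, had the genes in 0.664% and 0.115%. PPDPF reached 1691 CPM in granulocyte (1)-like cells against 28.1 CPM in all other cells, and EXFABP 1700.1 CPM against 2.81 CPM. PPDPF was higher in this cluster in 12 of 12 libraries and EXFABP in 9 of 12. Among all cells that passed the filters, EXFABP was at 122 to 405 CPM in libraries 1, 2, 4 and 12. It was at 25.3 to 47.9 CPM in libraries 3, 6 and 7, and at 1.19 to 3.22 CPM in libraries 5, 8 and 10. Libraries 9 and 11 had 0, and library 9 gave 101 of the 526 cells. The share of EXFABP thus pools libraries with very different levels. Without the named genes in the clustering, PPDPF was found in 29.1% (25.7% to 32.7%) and EXFABP in 13.7% (11.2% to 16.5%) of granulocyte (1)-like cells. When cells whose barcode has more UMIs in another library were left out, a choice made after seeing the data, the cluster held 223 cells and the shares were 63.7% and 43.9%. The 10 genes with the highest fold in this cluster also held C1QB and C1QC, found in 28.1% and 31.0% of its cells. No cluster took this name at a resolution of 0.15.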

In chicken spleen, *EXFABP* is overexpressed in various myeloid cell types when challenged by *Salmonella*^26^, and is constitutively expressed in heterophils^27^ while *PPDPF* in humans is enriched in eosinophils relative to other immune cell populations^28^. 

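HDC had a UMI in 89 of the 144 granulocyte (2)-like cells, or 61.8% (53.3% to 69.8%), with 4067 CPM there and 11.6 CPM in all other cells. The median depth was 539.5 UMIs. HDC was found in 0.160% of T cell-like cells, at a median of 536 UMIs, and in 3.80% of granulocyte (1)-like cells. It was higher in the granulocyte (2)-like cluster in 12 of 12 libraries. The gene with the highest fold in this cluster had no symbol in the annotation. It is listed as ENSGALG00000044661 and had a UMI in 70.8% (62.7% to 78.1%) of the cells and in 0.504% of T cell-like cells. No gene of the matrix carries the symbol CTSG, and its level was not analysed here. When the named genes were left out of the clustering, HDC was found in 35.6% (29.1% to 42.6%) of granulocyte (2)-like cells. No cluster took this name without batch correction or without upper limits on genes and UMIs.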

We predict cluster 11 to be another granulocyte subtype, which we labelled as granulocytes (2); this is supported by high expression of cathepsin-G (*CTSG*), which is expressed in the granules of chicken heterophils^27^ and histidine decarboxylase (*HDC*), associated with basophil or mast cell-like populations^29^ (Fig. 2A).

Cluster 7, labelled as macrophages (1), expressed macrophage markers interferon alpha inducible protein 6 (*IFI6*) and C-type lectin domain family 4 member F (*CLEC4F-like*; Fig. 2A). Additionally, this cluster expressed both subunits (*ITGA2B* and *ITGB3*) of the CD41/CD61 integrin alpha IIb/beta III complex, which is a known thrombocyte marker in the chicken^30^; thus, this population may also overlap thrombocytes, which in the chicken are nucleated immune cells known to share response pathways with myeloid cell populations^31^. 

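IFI6 had a UMI in 144 of the 293 macrophage (1)-like cells, or 49.1% (43.3% to 55.0%), with 10608 CPM there and 222 CPM in all other cells. These cells had a median depth of 552 UMIs. T cell-like cells, at a median of 536 UMIs, had IFI6 in 8.45%, at 217 CPM, and the cells of the 2 clusters with hemoglobin genes in 22.4% (20.1% to 24.9%). The level was higher in macrophage (1)-like cells in 10 of 12 libraries. In the clustering without the named genes, IFI6 was found in 39.3% of macrophage (1)-like cells. The share ran from 34.7% with the highest Scrublet scores left out, a choice made after seeing the data, to 99.2% without batch correction, where the cluster held 118 cells. No gene of the matrix carries the symbol CLEC4F, and its level was not analysed here.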

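ITGB3 had a UMI in 101 of 293 macrophage (1)-like cells, or 34.5% (29.0% to 40.2%), and ITGA2B in 91, or 31.1% (25.8% to 36.7%). T cell-like cells had these genes in 0.137% and 0.206%, at a median of 536 UMIs against 552. ITGB3 reached 1561 CPM against 5.10 CPM in all other cells and led the cluster by fold, and ITGA2B 1096 CPM against 12.2 CPM. ITGA2B was also found in 13.9% (8.69% to 20.6%) of granulocyte (2)-like cells. Library 3 weighed on both values. Without it, ITGB3 was found in 21.4% and ITGA2B in 19.7% of macrophage (1)-like cells. ITGB3 was higher in this cluster than in the other cells of the library in 9 of 12 libraries, and ITGA2B in 7 of 12. With the named genes left out of the clustering the shares were 28.8% and 25.7%, and without batch correction 88.1% and 79.7%.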

Cluster 8 expressed macrophage markers Spi-C transcription factor (*SPIC*) and macrophage receptor with collagenous structure (*MARCO*) that led us to label them macrophages (2) (Fig. 2A)*.* Additionally, cluster 8 expressed C-X-C motif chemokine ligand 13 (*CXCL13*), a B cell chemoattract *in vitro*^32^. These two macrophage cell types expressed very few of the same genes that justified their separate identities (Suppl. Table 1). However, further categorization of splenic macrophage cell types is needed as various spleen macrophage and dendritic cell populations can be distinguished by other genes including *CSFR1* and *CD11c*^33^.

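Of the 427 macrophage (2)-like cells, with a median of 523 UMIs, CXCL13 had a UMI in 145, or 34.0% (29.5% to 38.7%), SPIC in 90, or 21.1% (17.3% to 25.3%), and MARCO in 86, or 20.1% (16.4% to 24.3%). T cell-like cells, with a median of 536 UMIs, had them in 0.504%, 0.0458% and 0.206%. CXCL13 reached 3948 CPM against 14.7 CPM in all other cells, SPIC 602 CPM against 1.72 CPM and MARCO 614 CPM against 15.5 CPM. SPIC and CXCL13 were higher in this cluster in 11 of 12 libraries and MARCO in 9 of 12. MARCO also had a UMI in 11.0% (8.48% to 14.0%) of granulocyte (1)-like cells, at 249 CPM. When the named genes were left out of the clustering, CXCL13 was found in 27.1%, SPIC in 16.8% and MARCO in 16.6% of macrophage (2)-like cells. With the highest Scrublet scores left out, which was decided after seeing the data, the cluster held 164 cells and the shares were 76.2%, 49.4% and 47.0%.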

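Genes with a UMI in at least 10% of the cells of a cluster and a CPM at least 2 times that of all other cells numbered 110 in the macrophage (1)-like cluster and 34 in the macrophage (2)-like cluster. Of the 140 genes on either list, 4 were on both, CCNI, CST7, FYB and TMSB4X. At 5-fold the lists held 53 and 16 genes and shared 0. For comparison, the macrophage (2)-like and antigen-presenting myeloid cell-like clusters shared 7 of 64 genes at 2-fold and 1 of 35 at 5-fold. The 4 shared genes were named after their values were seen. The name macrophage (1)-like rests on the markers taken from the paper, ITGA2B and ITGB3 among them. ITGB3 was the only one of these markers among the 10 genes with the highest fold in the cluster, which did not include IFI6. TUBB1 and GP1BB, also markers of this type, were at 122 and 72.9 times the CPM of all other cells, whereas MARCO, CSF1R and C1QB were at 0.313, 0.392 and 0.158 times. The name is thus no evidence that these cells are macrophages, and whether they are thrombocytes was not settled here.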

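CSF1R, written CSFR1 in the paper, had a UMI in 90 of 526 granulocyte (1)-like cells, or 17.1% (14.0% to 20.6%), at 316 CPM. Macrophage (2)-like cells had it in 9.13% (6.58% to 12.3%), at 248 CPM, and antigen-presenting myeloid cell-like cells in 5.21% (3.30% to 7.79%), at 78.5 CPM. Only 2 of 293 macrophage (1)-like cells had a UMI, or 0.683% (0.0828% to 2.44%). T cell-like cells should lack the gene and had a UMI in 0.160%. The median depths of these 5 groups ran from 500 to 552 UMIs. The granulocyte (1)-like cluster, with C1QB and C1QC among its leading genes, was named by the markers taken from the paper, and whether it also holds macrophages was not settled here. CD11c was not analysed here.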

### Expression of viral transcripts

To investigate which cells showed signs of viral transcription and, thus, evidence of infection with MDV, we aligned the scRNAseq reads to the chicken reference concatenated with the MDV reference genome and counted transcripts aligning to the viral genome in each cell. As expected, the infected samples showed significantly higher levels of viral transcript expression than the uninfected samples (t-test *p* = 0.0072; Fig. 3A). All uninfected birds had total viral transcripts per million (TPM) under 2 (mean = 1.46; STD = 0.225). The viral load of the infected birds was more variable, as has been seen previously^34^ showing four of the six infected birds had a viral TPM higher than 10, but the TPMs of the other two (63 M: TPM = 1.86; 72 M: TPM = 3.01) were closer to those of the uninfected birds than the other infected birds (for all six infected birds, mean = 14.2, STD = 9.62). However, a principal components analysis of gene expression at the sample level shows 72 M clustering with other infected birds despite its low viral TPM, with PC1 corresponding to infection status (Fig. 3B) and PC3 corresponding to line (Fig. 3C). The position of 63 M as an outlier in both PCA and TPM reflects the previously known high variability of the timing of MDV disease progression in chickens^34^. Viral load by transcript analysis generally reflected viral genome copy numbers by quantitative PCR (Suppl. Figure 3), apart from 71 M, which showed a higher viral genome titer in relation to other samples, versus its comparatively lower viral transcript load; this may also be reflective of variation in phase of viral replication.

**Figure 3:**
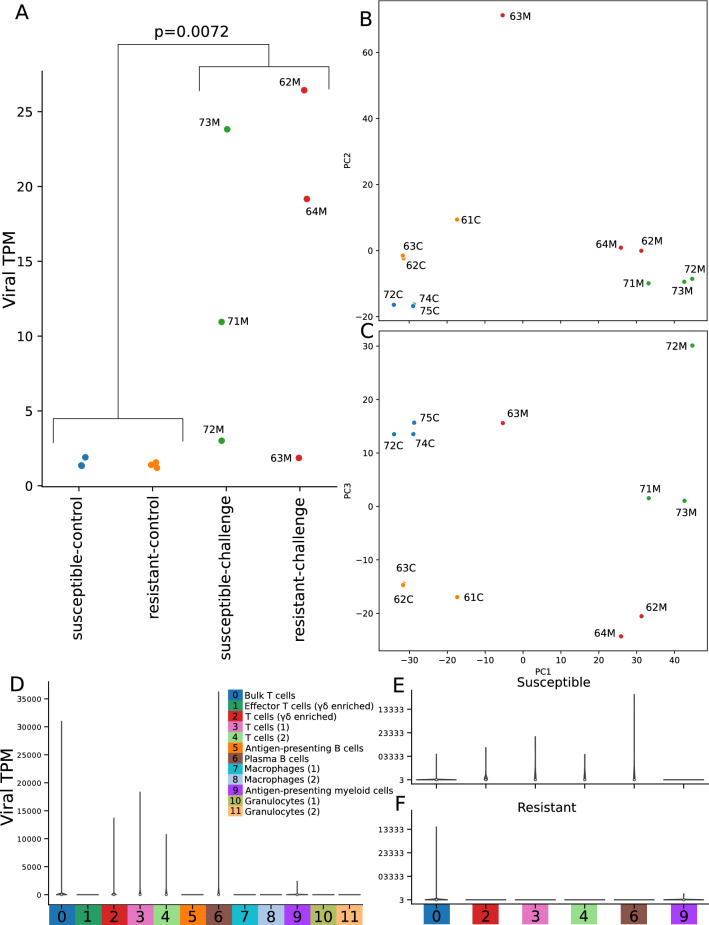
Viral transcription by individual, challenge status, genetic line, and cell type. (**A**) Viral transcripts per million in each library, separated by line and challenge status. Sample names are defined with first digit representing line 6 or 7, second digit representing the biological replicate, and the third character indicating whether the bird was infected with MDV (M) or an uninfected control (C). (**B**,**C**) Principal component analysis of bulk-collated gene expression data, showing PC1 versus PC2 (**B**) and PC1 versus PC3 (**C**). (**D**) Viral TPM values for each cell, grouped by cluster, shows signs of infection in most T cell clusters, as well as the plasma B and antigen-presenting myeloid clusters. (**E**,**F**) Viral TPMs for only cells from challenged birds, broken down by line, demonstrate that more clusters in the susceptible line show signs of infection than in the resistant line.

An examination of viral transcription by cell type and line among the infected birds shows viral transcription in all T cell clusters except effector T cells, as well as plasma B cells and antigen-presenting myeloid cells, but no viral transcription in antigen-presenting B cells, macrophages, or granulocytes (Fig. 3D). In contrast to the susceptible line, for challenged MD resistant birds, viral transcripts were only detectable in the bulk T cell cluster (Fig. 3E–F).

### Cell type abundance changes upon MDV infection within line

Upon prediction of putative cell types, we estimated the proportional changes for each cell type using a Fisher’s Exact test (*p* < 0.05) when comparing within susceptible or resistant lines for MDV-infected versus control. Within each line, generally few cell types showed significant compositional shifts upon MDV-infection (Fig. 4A) with only MDVinfected resistant birds showing a significant increase in the bulk T cells (Fig. 4A). In both lines, the proportion of T cells (2) and T cells (γδ enriched) decreased with viral infection. Antigen presenting B cells were lower in the infected state for both lines, while plasma B cells only increased in abundance among susceptible birds. Among myeloid cell types, very few significant changes were observed for cell counts between infected and control within line (Fig. 4A), although granulocytes (1) were lower in the resistant line upon MDV infection.

**Figure 4:**
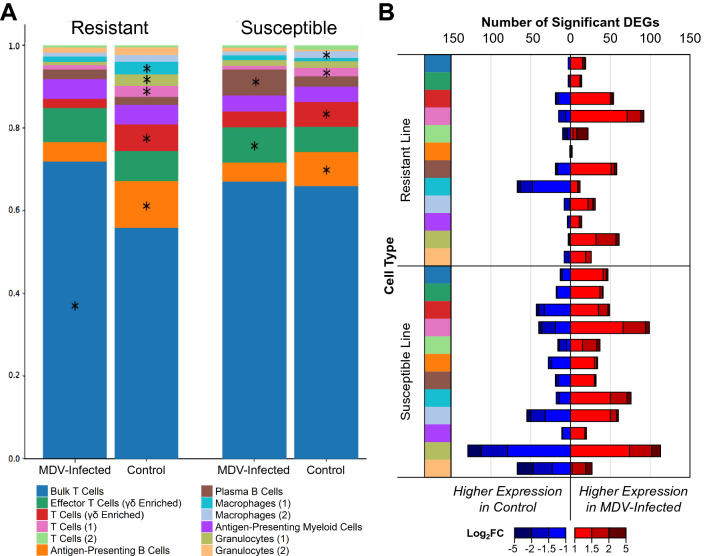
MDV infection shifts cell type composition and gene expression profiles. (**A**) Cell type composition by infection status within the resistant (ADOL 6_3_) or susceptible line (ADOL 7_2_). Each cell type is indicated by color according to the key. Within each line, significant differences (*p* < 0.05) in abundance between the MDV-infected and controls are marked by asterisks on whichever infection status had higher abundance of that cell type. (**B**) Summary of significant differentially expressed genes (DEGs; |log_2_FC|≥ 1.0, *p*-adj < 0.01) in MDV-infected compared to control for each cell type within the resistant and susceptible lines (total n = 964). The number of DEGs increased by MDV are represented by the red bars (right side of the plot), while DEGs decreased by MDV are shown in blue (left side). The magnitude of log_2_FC for the DEGs within each bar is further illustrated by binning into the red-blue color scale.

### General differential gene expression responses to MDV infection within line

The total number of DEGs (*p* < 0.01) upon viral infection across all cell types was 1.9-times greater in the MD susceptible birds than in resistant birds (Fig. 4B; Suppl. Tables 2 and 3). Hierarchical clustering revealed that the major separation between cell clusters (except for macrophages (2)) was based on genetic line rather than cell type, consistent with the large differences in resistance to MD between these lines (Fig. 5A). Along with a general feature of higher numbers of DEGs seen in the susceptible birds, several cell type-specific differences were found between lines (Fig. 5B,C). For example, a larger number of down-regulated DEGs was observed in macrophages (1) but only in the resistant line during MDV infection (Figs. 4B, 5B,C). The cell types with the most upregulated genes upon MDV infection in the susceptible line were granulocytes (1) then T cells (1) (Figs. 4B and 5C).

**Figure 5:**
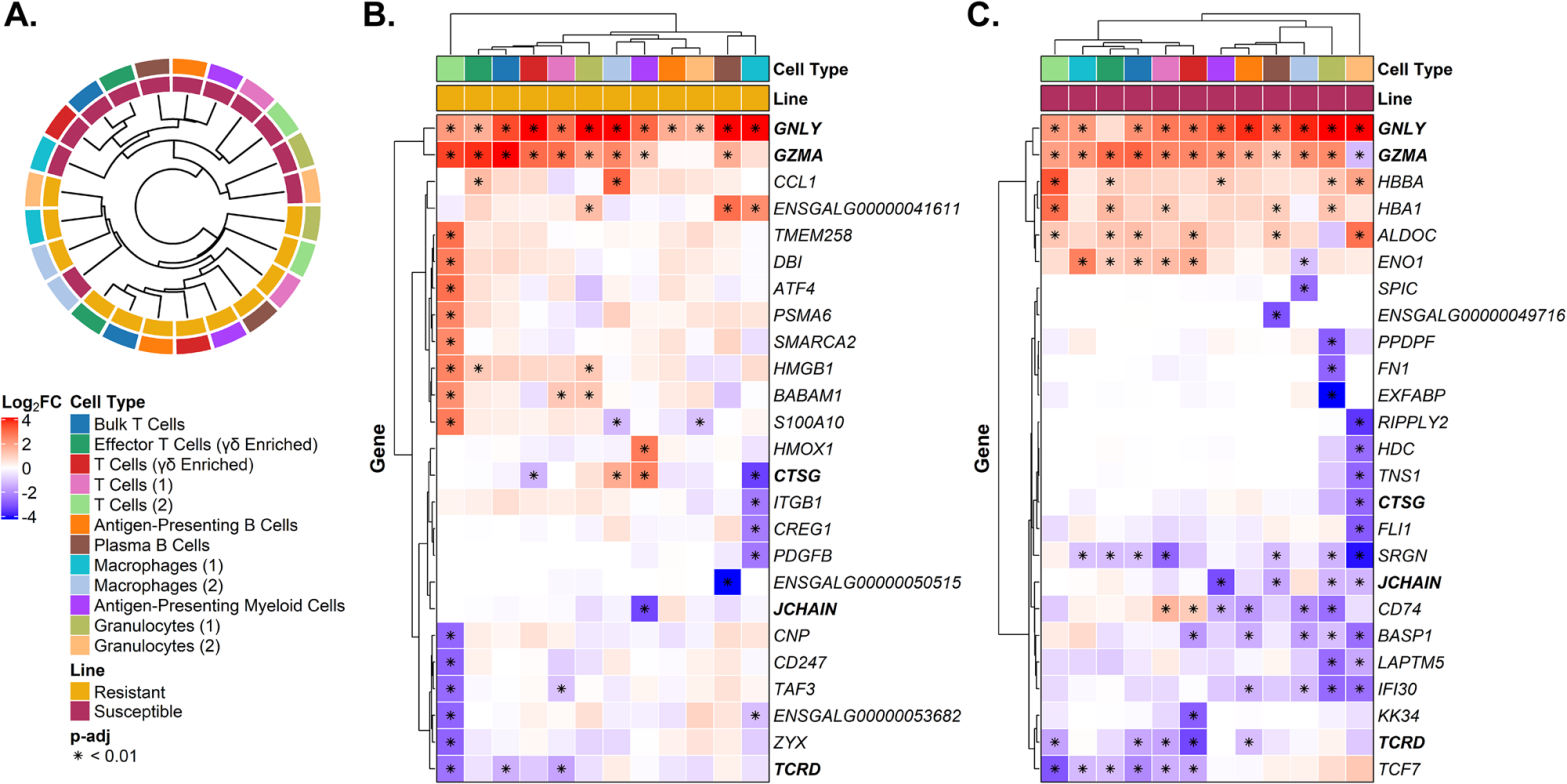
Genetic lines and cell types differ in their response to MDV infection. (**A**) Hierarchical clustering of each cell type in each line based on the log_2_ fold change (log_2_FC; MDV-infected compared to control) of all genes with significant differential expression in at least one contrast (n = 964). (**B**) Log_2_FC across cell types for the top 25 differentially expressed genes (DEGs) in the resistant line (ADOL 6_3_). (**C**) Log_2_FC across cell types for the top 25 DEGs in the susceptible line (ADOL 7_2_). The magnitude of log_2_FC is shown according to the red-blue color scale. Cell type and genetic line are also annotated by color on the dendrogram and heatmaps. Significant log_2_FCs (|log_2_FC|≥ 1.0, *p*-adj < 0.01) are indicated by an asterisk and those genes with significance in both lines are shown in bold.

When examining specific genic responses to MDV, granulysin (*GNLY*) and granzyme A (*GZMA*) showed near universal significant changes in expression across cell types in both lines (Fig. 5B,C); however, some cell type variabilities of these cell perforating genes were observed, such as fewer cell types increasing expression of *GZMA* in the resistant line (Fig. 5B,C). More broadly, transcriptomic responses to MDV in certain cell types also revealed the importance of genes with limited prior annotation. For example, *ENSGALG00000043654* (*TCRD*) was previously identified based on aligned mRNA datasets as the TCR δ locus on chromosome 27^35,36^, and in this study was a DEG in three lymphoid cell types of resistant birds and five in susceptible birds (Fig. 5B,C). Despite their importance and significant prior study, the B and T cell antigen receptor loci lack full annotation in the chicken genome. Given the enormity of DEG responses across cell types we highlight mostly immune genes of interest based on our prior studies of MDV in the chicken^9^.

### Bulk T cells

In both lines, *TCF7*, a transcriptional activator in T cell lymphocyte differentiation^37^, was most downregulated in response to MDV. Similarly, in both lines, an additional member of the cytotoxic serine protease gene family, granzyme K (*GZMK*; *ENSGALG00000013546*) was upregulated in MDV-infected compared to control (Suppl. Tables 2 and 3). Overall, very few genes were downregulated (n = 3 or 13; Fig. 4B; Suppl. Tables 2 and 3) in either line when MDV-infected, with a greater upregulation of genes (n = 20 or 48; Fig. 4B; Suppl. Tables 2 and 3) in this T cell population.

### Effector T cells (γδ enriched)

As in the bulk T cell cluster, total DEGs in effector T cells were higher in susceptible (n = 60 DEGs) than resistant birds (n = 18) (Fig. 4B; Suppl. Tables 2 and 3). Chemokine receptor genes (C–C motif chemokine ligand 1 (*CCL1*)*,* C-X3-C chemokine receptor 1 (*CX3CR1*)) expression levels were elevated by MDV infection in this cell type only within resistant birds (Suppl. Tables 2 and 3). Similarly, *BLB2* expression was higher only in the resistant line (Suppl. Tables 2 and 3).

### T cells (γδ enriched)

Upon MDV infection for splenic T cells (γδ enriched), we identified 93 and 73 DEGs in the susceptible and resistant lines, respectively (Fig. 4B; Suppl. Tables 2 and 3). As in the previous T cell clusters, multiple cytotoxic serine proteases, not just *GZMA*, responded to MDV, with increased *GZMK* and decreased granzyme G-like gene (*ENSGALG00000054174*) expression within both lines (Suppl. Tables 2 and 3). Other immune related genes significantly changed expression within MDV-infected birds, and when searching protein–protein interaction networks using STRING, we find the expected immune functions within these T cells’ (γδ enriched) DEGs as well as more generalized molecular processes such as transcription, glycolysis, and oxidative phosphorylation that may indicate changes in T cell metabolism and activation state (Fig. 6).

**Figure 6:**
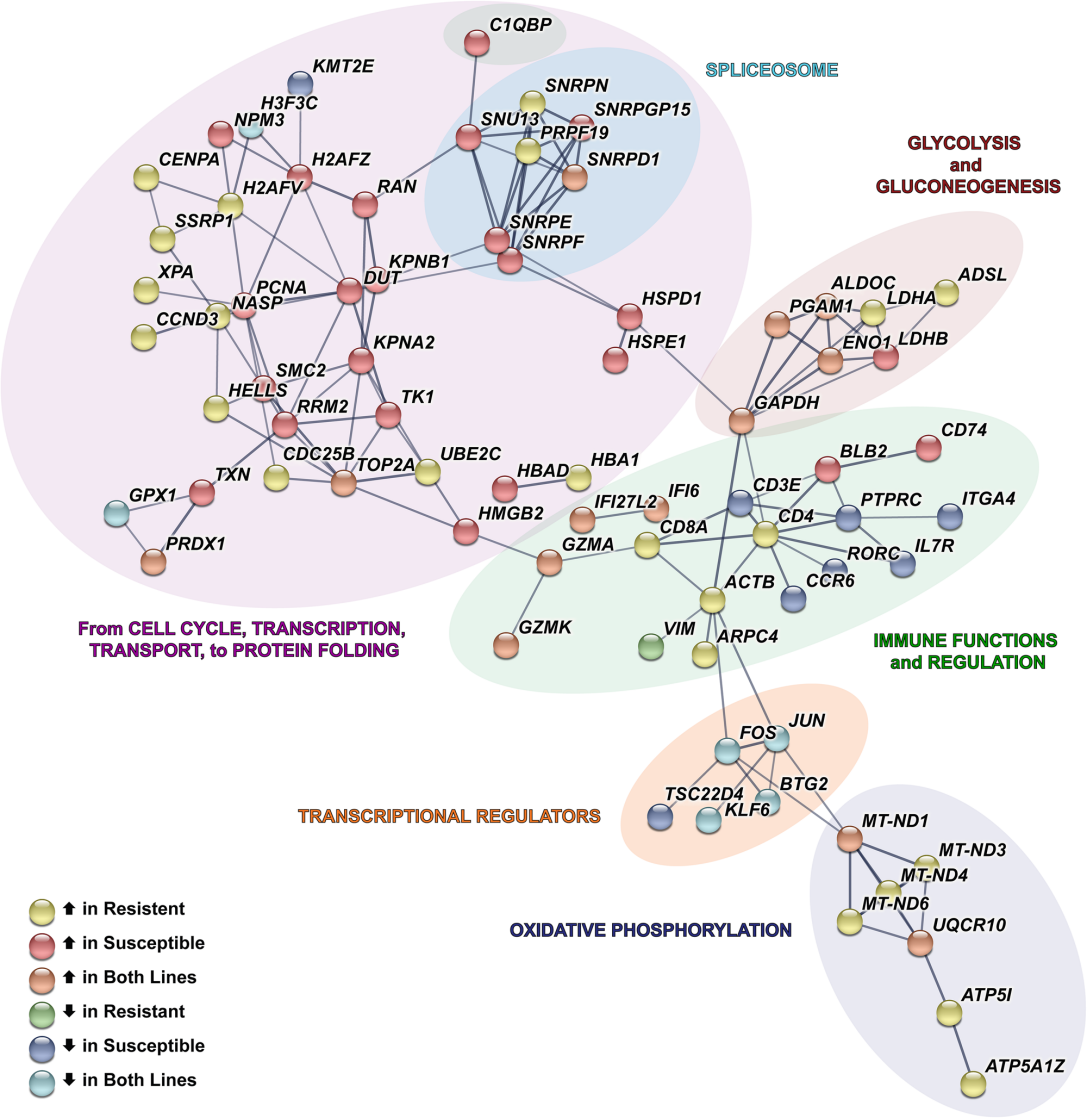
Network of DEGs in T cells (γδ enriched) after MDV infection. Within this cell type, connections between the significant differentially expressed genes (DEGs) from both lines cumulatively were identified using STRING (PPI enrichment *p* =  < 1.0e − 16). For each DEG, the direction of log_2_FC (MDV-infected compared to control) is shown by the fill color for its node. Edges (line thickness) represent the strength of connections (interaction scores) between DEGs. Background colors represent broad-level functions associated with the DEGs in each branch of the network.

### T cells (1 and 2)

These T cells represent undefined types. For resistant line T cells (1), 92 and 15 genes were up- or down-regulated, respectively (Fig. 4B; Suppl. Table 3). In both cell types expression of *IL7R* was significantly decreased (Supp. Tables 2 and 3). Upon infection in T cells (2), the total number of DEGs was larger in susceptible compared to resistant birds, 53 versus 32, respectively (Suppl. Tables 2 and 3; Fig. 4B). In susceptible birds, a significant decrease in *TCF7* gene expression occurred in T cells (2) upon MDV infection; we observed this same decrease in both lines for the bulk T cells and effector T cells (γδ enriched), and specifically in the susceptible line in T cells (γδ enriched) and T cells (1) (Suppl. Tables 2 and 3).

### B cells

In antigen-presenting B cells, the resistant line had a paucity of DEGs (n = 3) in contrast to susceptible birds (n = 62 DEGs) (Fig. 4A,B). For susceptible birds, *IFI6* increased while *IGLL1*, the invariant (class II) chain CD74 molecule (*CD74*), and *CD79B* decreased during MDV infection (Suppl. Table 2). In plasma B cells, a higher number of DEGs was seen in the resistant line, 77 compared to 51 in susceptible birds with some down regulation events of immune interest in resistant birds such as interleukin 1 receptor associated kinase 2 (*IRAK2*; Suppl. Table 3).

### Macrophages (1 and 2)

Transcriptional responses to MDV infection of susceptible and resistant birds within macrophages (1) showed 94 and 79 total DEGs, respectively (Suppl. Tables 2 and 3). Within the resistant line, only 15% of DEGs were upregulated with the inverse seen in the susceptible line, 81%. The highest upregulated DEG for susceptible macrophages (1) was enolase 1 (*ENO1*), an emerging gene involved in cell transformation^38^ (Suppl. Table 2). The DEG number within macrophages (2) of resistant birds was much lower (n = 39 genes) than susceptible birds (n = 116 genes; Suppl. Tables 2 and 3). Protein–protein interactions were predicted, and for macrophages (1), revealed a much larger number of connections due to susceptible DEGs, especially those involved in transcription, splicing, and oxidative phosphorylation (Fig. 7). Most DEGs, irrespective of macrophage type and resistant or susceptible line, were unique.

**Figure 7:**
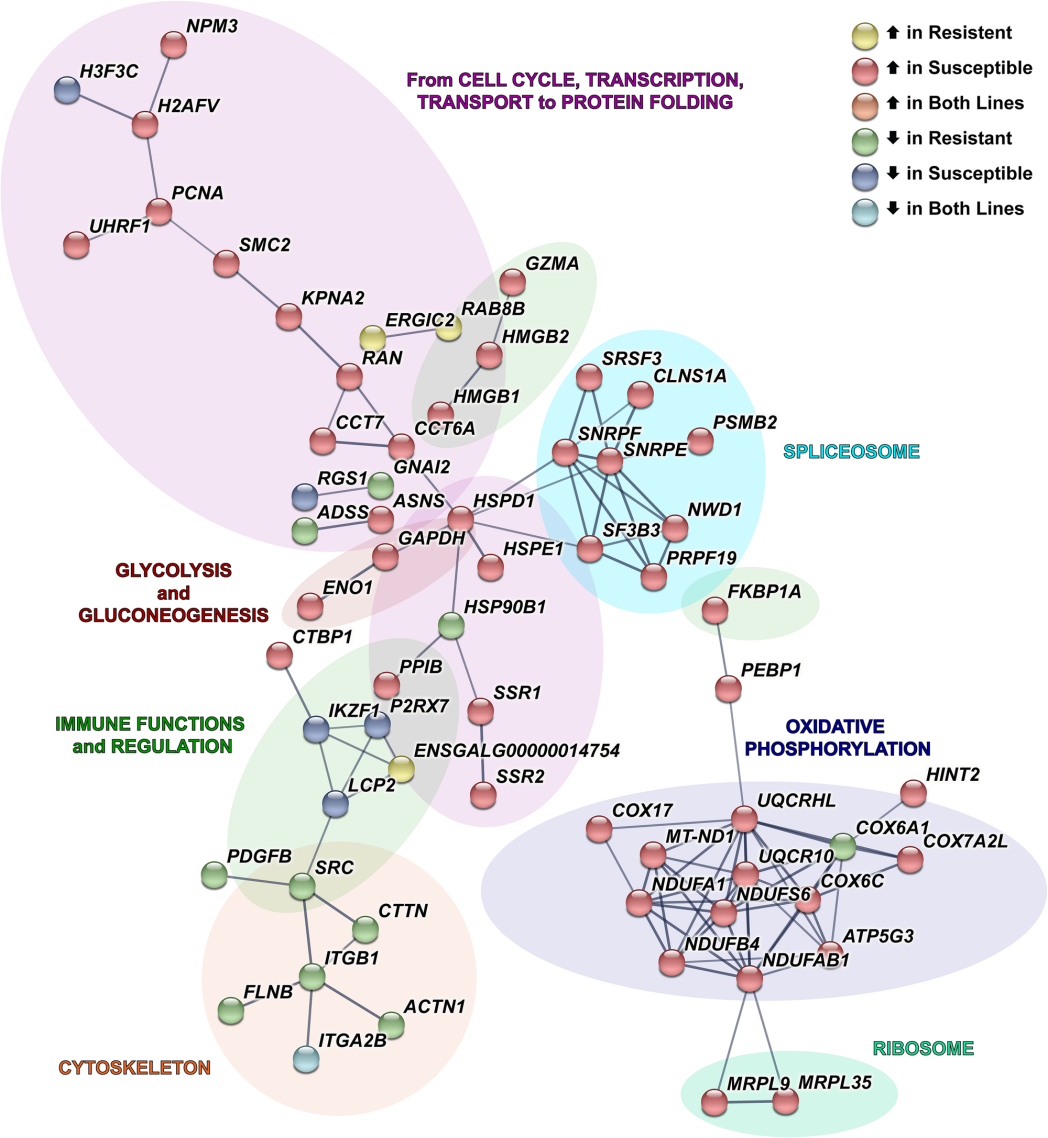
Network of DEGs in macrophages (1) after MDV infection. Within this cell type, connections between the significant differentially expressed genes (DEGs) from both lines cumulatively were identified using STRING (PPI enrichment *p* = 1.19e − 14). For each DEG, the direction of log_2_FC (MDV-infected compared to control) is shown by the fill color for its node. Edges (line thickness) represent the strength of connections (interaction scores) between DEGs. Background colors represent broad-level functions associated with the DEGs in each branch of the network.

### Antigen-presenting myeloid cells

These cells showed a moderate transcriptional response in both lines, with 31 and 18 DEGs in susceptible and resistant (Suppl. Tables 2 and 3). In resistant birds, two genes affiliated with the interferon activation pathway were increased upon infection, TNF alpha induced protein 2 (*TNFAIP2*) and interferon induced protein with tetratricopeptide repeats 5 (*IFIT5*). In contrast, *JCHAIN* is downregulated in both lines during viral infection (Suppl. Tables 2 and 3). Class II antigen presentation is decreased as seen with lower *BLB2* and *CD74* gene expression in only susceptible birds (Suppl. Table 2).

### Granulocytes (1 and 2)

Among all cell types, transcriptional responses to infection were the most pronounced (n = 306) in granulocytes (1). Four-fold more DEGs were observed in the susceptible (n = 242) than in the resistant lines (n = 64; Fig. 4B; Suppl. Tables 2 and 3). GRB10 interacting GYF protein 2 (*GIGYF2*), a gene putatively involved in regulating tyrosine kinase receptor activity and *RAP1B*, a member of the RAS oncogene family, are both upregulated in the resistant line, highlighting the diversity of virally-induced responses in this myeloid cell cluster (Suppl. Table 3). In granulocytes (2), total DEGs in susceptible and resistant lines were more modest at 94 and 34, respectively (Suppl. Tables 2 and 3). Among MDV-infected resistant birds, the largest increase in expression was for the 2’-5’ oligoadenylate synthetase gene (*OASL*), known to be indirectly associated with the interferon gamma signaling pathway and antiviral activity^39^ (Suppl. Table 3) while decreased expression of the tumor protein D52-like 2 (*TPD52L2*) gene may suggest some involvement in blunting the tumorigenic properties of MDV^40^.

## Discussion

MDV remains enigmatic, from its ability to continually evolve and evade vaccine protection to the multiplicity of presentations such as tumor formation, and as a result causes substantial economic losses to the poultry industry. This avian single cell study of host transcriptional response to a virus establishes initial criteria for identifying cell types in the chicken spleen, estimating resulting changes in cell abundance and gene expression by cell type, and presents new molecular networks to study the resistance phenotype to an avian oncogenic herpesvirus. Several viral infection studies demonstrate the immense complexity of the immune response^41–44^, which is supported by our chicken scRNAseq data. Despite generating a multitude of testable hypotheses, we focused on those genes or their networks that are likely the most critical to MD resistance.

Despite the limitations faced in the detection of expressed genes with the general use of single cell transcriptomic methods, we find robust gene expression responses to MDV in this experiment*.* When considering all DEGs in both lines, more genes are upregulated during this stage of infection in MD susceptible than resistant birds, as seen previously^9^. We hypothesize that some of this difference is due to more cells in susceptible birds being infected early^9^ but surprisingly two genes, *GZMA* and *GNLY,* both associated with apoptosis events in the virally infected cell, dominate innate and adaptive cell lineages responses across lines. Accumulating evidence suggests a dual role for granzymes that extends beyond just killing infected cells but also protection against viral infection in noncytotoxic ways^45^ and, although most notably expressed in cytotoxic T and NK cell lineages, can be induced in other lymphocyte and non-lymphocyte cell types^46–49^. Our results suggest their functional role could be an aggressive first step of the immune system but perhaps less cell-type specific in MD. *GZMA* is upregulated in response to avian leukosis virus in chicken peripheral blood leukocytes and was suggested to be an important mechanism for cell-mediated cytotoxicity for initial control of viral spread^50^. Sarson et al.^51^ reported that *GZMA* expression increased in splenocytes assayed with an immune-specific microarray after MDV infection in both resistant and susceptible chicken lines, a finding we recapitulate, now with cell type granularity. Vaccination for MD has also been shown to increase *GZMA* and *GNLY* expression in chicken splenic γδ T cells at 3 and 7 dpi^52^ as well as other immunostimulatory gene changes such as increased interferon gamma (*IFNG*)^52,53^. Given the γδ T cells’ importance in human anti-tumor responses^54^, we speculate chickens use this cell type to quickly induce cell perforating responses along with an array of other immune system genes when confronted with MDV.

Chickens have a higher proportion of circulating γδ T cells than many mammalian species^55^, and relevant to this study, splenic γδ T cells are effective mediators of MHC-unrestricted cytotoxicity in chickens^56^. However, their specific role among T cell types in the context of MDV infection has been missing^55^. When T cells (γδ enriched) DEGs in both lines were searched against a protein–protein interactions database multiple networks associated with immune cell development, T cell selection, transcriptional regulation, metabolic responses, and mitochondrial energy production were discovered but, interestingly, some within-network gene regulation is specific to a line (see Fig. 6). Further measurements of their relative abundances at multiple timepoints will be required to estimate their full contribution to MD resistance.

A premise in the adaptive B cells defense against viral pathogens is the generation of high-affinity antibodies requiring longer time periods to contribute to MD resistance. Nonetheless, we show transcriptomic activation differences by line in both B cell types putatively identified in the spleen. For antigen-presenting B cells, very few DEGs are observed upon viral infection in the resistant versus the susceptible line. In contrast, plasma B cells had higher numbers of DEGs in the resistant line upon viral infection, with some genes garnering interest for their potential contribution to resistance, e.g., *IRAK2*, a key component of the toll like receptor complex activation, which can be subdued by vaccinia virus protein interactions^57^. Our data suggest experiments to explore MDV interaction with *IRAK2* could be informative but also a need to look beyond splenic B cell types, e.g., to bursa of Fabricius.

Cells of myeloid origin are additional key players specific to the innate response to early viral infection. In the mixedpopulation of antigen-presenting myeloid cells, two subtypes of granulocytes and macrophages were present. In the antigen-presenting myeloid cells, DEGs overall suggest heightened antigen processing activity. Previously an MDV-protein interaction screen identified proteins that overlap with these DEGs in both lines such as MHC class II beta (*BLB*), *CD74*, and complement component Clq-binding protein (*C1QBP*)^58^. But we also find DEGs in our myleloid cell types with unknown association to MD such as placenta-specific gene 8-like 2 (*PLAC8*). Of note, *PLAC8* research suggests a multifaceted role in tumorigenesis^59^, but its contribution in MD is unknown. Macrophages represent another fundamental means to diminish viral infection^12,60^ and a RNAseq analysis of in vitro MDV-infected macrophages showed significant gene expression changes in cells from both resistant and susceptible birds^12^. Within this study, the role of macrophages in MD resistance is better revealed with changes depending on line and subtype. When comparing these in vitro results to the macrophage clusters identified in this experiment, more DEGs were shared in cells/clusters from susceptible birds (29 genes), including for example, increased *CCL1* and decreased *MARCO* in the macrophage (2) cluster, than cells/clusters from resistant birds (8 genes). The biological meaning of this in vivo transcriptomic shift toward a susceptible or resistant phenotype merits further experimentation with macrophage subtypes.

Allele specific expression (ASE) in MDV host response^9^ and genes embedded within QTLs^10^ previously associated with MDV responses offered us opportunities to prioritize gene candidates among our DEGs by cell type. A previous MDV-challenge study conducted at 4 dpi, identified 20 higher-priority QTL candidate genes based on various factors^10^. Two candidates match our DEGs. Plasma B cells of the resistant line that expressed the ADAM metallopeptidase domain 10 (*ADAM10*)), which is from the same gene family, yet had unknown functional similarity to the QTL candidate ADAM metallopeptidase thrombospondin type 1 motif 5 (*ADAMTS5*)^10^ in chicken; the second QTL candidate gene, *CD79B,* was down-regulated only in antigen-presenting B cells from MDV-infected susceptible birds (Suppl. Table 2). Despite few QTL-associated genes overlapping MD DEGs in this study, as a collated candidate gene set, we expect modules of larger gene regulatory networks could be tested for trait association in the future. Moreover, many other non-immune genes with possible viral protection roles to play such as the tumor suppressor RAS and EF-hand domain containing (*RASEF*) gene*,* expressed only during the resistant line response, should be considered.

Unlike prior MDV challenge studies^9,12^, we find novel cell type specific responses that when taken together provide more insight into the various immune system components at play. Our results show distinct gene expression differences, for instance, when in vivo splenic macrophages are exposed to MDV compared to in vitro infection^12^. The molecular mechanisms that underlie the multifaceted phenotypes of MDV response suggest many canonical signaling pathways are affected with varying temporal elements to each, therefore leaving much to explore and validate with this data set in future experiments.

## Methods

### Experimental design

Ten birds each from the MD-susceptible (ADOL 7_2_) and -resistant (ADOL 6_3_) lines were placed into Horsfall-Bauer (HB) units at hatch, five birds per line and HB unit. At one week of age, five birds of each line (1 HB unit) were challenged intra-abdominally with 2,000 pfu MDV (JM/102W strain). Due to the need to process multiple samples and quickly transport them to an offsite facility, uninfected control birds and MDV-infected birds were obtained three weeks apart from separate hatches, but all birds were age-matched at euthanasia to six days after MDV infection. For these experiments, we used CO_2_ gas euthanasia, following the current standards for poultry euthanasia provided in AVMA Guidelines for the Euthanasia of Animals (2020 Edition). All experiments presented herein were carried out in accordance with the approval of the Institutional Animal Care and Use Committee, USDA, ARS, ADOL, East Lansing, MI (protocol approval number 2018–01). Moreover, all methods were performed in accordance with the ARRIVE guidelines.

### Library preparation and sequencing

After euthanizing the birds, spleens were aseptically removed, homogenized, filtered to single-cell suspension through 35 micron cell strainers (Fisher Scientific, Waltham, MA), enriched for mononuclear leukocytes over Histopaque-1077 (Millipore Sigma, Burlington, MA), and transferred the same day on ice for single-cell capture and library preparation of a targeted 3,000 cells/sample. Single cell capture and cDNA library preparation were performed on the 10 × Genomics Chromium Single Cell 3’ instrument (10 × Genomics, Pleasanton, CA) according to the manufacturer’s recommendations. Pooled libraries were barcoded by sample and sequenced (2 × 150 bp length) on an Illumina HiSeq 4000 (Illumina, San Diego, CA).

### Read alignment and processing

The individual tissue-specific sequenced Gel Bead-In Emulsion (GEM) libraries were each initially processed with the Cell Ranger (v3.1.0) pipeline (10 × Genomics), which performs demultiplexing, alignment, barcode processing, and sample aggregation to create a cellular barcode by genomic feature matrix, as described^61^. The GRCg6a genome reference (GCA_000002315.5) was used for all sequence alignments, and the accompanying Ensembl gene coordinate files were used to facilitate gene identification.

### Filtering, normalization, and clustering

We used the scanpy platform v1.5.2^62^ to filter and normalize the cell by feature counts matrix, and to perform all subsequent analysis. First, we loaded the aggregated filtered feature matrix from the Cell Ranger output and filtered out cells expressing fewer than 200 or more than 1,000 genes, cells with a total UMI count of more than 2,500, and cells with more than 20% of counts mapping to mitochondrial genes or more than 50% of counts in ribosomal protein genes. We normalized counts per cell, logarithmized the resulting matrix, and scaled genes to unit variance and zero mean, and regressed out total counts per cell and mitochondrial and ribosomal count percentages. We calculated principal components using only highly variable genes, selected by the “highly_variable_genes” function in scanpy and batch-corrected the results by sample using Harmony^18^. We computed the 10-nearest-neighbor graph with the first 20 corrected principal components, and then used the Leiden algorithm^20^ with resolution parameter set to 0.3 to partition the graph into clusters. We used uniform manifold and approximation projection (UMAP) dimensionality reduction^19^ to visualize the results. A Jupyter notebook containing all code used to perform these steps is available in this project’s software repository and is available upon request.

### Cell type identification and proportional change

We computed marker genes for each cluster using scanpy’s default t-test with overestimated variance. Specific gene biomarkers are not yet known for most *Gallus gallus* cell types we expected to identify in the sampled tissue, the spleen; we therefore used a manual curation approach, starting with known avian cell type-specific gene markers from the literature (e.g., *CD3E* for T cells), and then when necessary indirect inference from orthologous known human or mouse gene-specific cell type markers that are cataloged in CellMarker^63^ and PanglaoDB^64^. In some cases we used previously identified immune cell types in human and mouse spleen^65,66^. For each cluster, we ranked the top 20 differentially expressed genes (DEGs) (*p* < 0.01 value) when compared to all other clusters, then used these DEGs to assign cell type identity to each cluster. At this first stage of clustering, one cluster of cells overwhelmingly represented by genes involved in cell cycle progression was removed and clustering was repeated on the remaining cells using identical parameters except for a Leiden resolution of 0.25. The final top 20 DEGs were again used to finalize our cell type identities as described above (Supp. Table 1).

Once our final clusters were labelled by cell type, we calculated the proportion of cell types, aggregating by line and treatment groups. To determine whether a given cell type was proportionally over- or under-represented after infection compared to control in the susceptible or resistant line, we used a Fisher’s exact test.

### Viral transcription

We calculated viral transcript counts by taking the sum of counts per cell for all UMIs mapping to the Marek's disease virus genome (Genbank ID: AF147806.2). We normalized these counts within each individual using the transcripts per million method.

### Viral titers by quantitative PCR

We quantitated viral genomes/cell equivalent in stored frozen aliquots of the Histopaque-1077-enriched splenocyte samples using previously published methods^67,68^. In brief, total DNA was extracted and purified over silica columns using Qiagen DNAEasy reagents (Qiagen, Germantown, MD). qPCR was performed using the Taqman Fast Universal PCR kit (Thermo Fisher Scientific, Waltham, MA) with primers that amplify chicken GAPDH and MDV glycoprotein B. Standard curves for absolute quantitation were prepared from plasmids containing chicken GAPDH or MDV gB genes, in tenfold serial dilution. A total of 40 amplification cycles were performed on a BioRad CFX96 Real-Time system (BioRad Laboratories, Hercules, CA), and viral genomes / cell equivalent was calculated as (copies gB / copies GAPDH) * 2 GAPDH copies/cell.

### Bulk principal components analysis

To perform principal components analysis at a sample level instead of a cell level, we took the sum of all counts for cells in each library to convert the cell by gene matrix to a sample by gene matrix and normalized using the transcripts per million method. We then performed principal component analysis on the resulting matrix.

### Differential gene expression

We used edgeR^69^ with the QLF test and cellular detection rate as a covariate to test for the differential expression of genes by cell type between pairs of groups of birds as described in Soneson and Robinson (2018)^70^, which showed this method to be robust and scalable in the number of genes detected with the fewest false positives. We performed the following two pairwise comparisons for each identified cell type: infected versus control within resistant or within susceptible lines. In this study any gene with a log_2_FC > 1.0 and *p* < 0.01 was defined as differentially expressed. We found the *HINTW* gene to show differential expression in some instances due to its multicopy presentation on the W chromosome, so it was removed from further consideration after completing our statistical tests. The DEGs were also investigated by overlap with known protein–protein interactive networks using STRING^71^ and the most informative networks are shown (see Figs. 6 and 7).

## Supplementary Information

Supplementary Table 1.

Supplementary Table 2.

Supplementary Table 3.

Supplementary Figures.

## Data Availability

The datasets generated during and/or analyzed during the current study are available in the Gene Expression Omnibus repository under accession GSE202739.

## References

[1] Bacon LD, Hunt HD, Cheng HH (2000). A review of the development of chicken lines to resolve genes determining resistance to diseases. Poult. Sci..

[2] Dunn JR, Black Pyrkosz A, Steep A, Cheng HH (2019). Identification of Marek's disease virus genes associated with virulence of US strains. J. Gen. Virol..

[3] Hunt HD (2001). Marek's disease virus down-regulates surface expression of MHC (B Complex) Class I (BF) glycoproteins during active but not latent infection of chicken cells. Virology.

[4] Sun GR (2019). Differential expression of type I interferon mRNA and protein levels induced by virulent Marek's disease virus infection in chickens. Vet. Immunol. Immunopathol..

[5] Li K (2019). Avian oncogenic herpesvirus antagonizes the cGAS-STING DNA-sensing pathway to mediate immune evasion. PLoS Pathog..

[6] Bertzbach LD (2019). The transcriptional landscape of Marek's disease virus in primary Chicken B cells reveals novel splice variants and genes. Viruses.

[7] Kennedy DA (2017). Industry-wide surveillance of Marek's disease virus on commercial poultry farms. Avian Dis..

[8] Schat KA, Xing Z (2000). Specific and nonspecific immune responses to Marek's disease virus. Dev. Comp. Immunol..

[9] Cheng HH (2015). Fine mapping of QTL and genomic prediction using allele-specific expression SNPs demonstrates that the complex trait of genetic resistance to Marek's disease is predominantly determined by transcriptional regulation. BMC Genom..

[10] Smith J, Lipkin E, Soller M, Fulton JE, Burt DW (2020). Mapping QTL associated with resistance to Avian Oncogenic Marek's disease virus (MDV) reveals major candidate genes and variants. Genes (Basel).

[11] Kaya M, Preeyanon L, Dodgson JB, Cheng HH (2016). Validation of alternative transcript splicing in chicken lines that differ in genetic resistance to Marek's disease. Anim. Biotechnol..

[12] Chakraborty P (2019). Macrophages from susceptible and resistant chicken lines have different transcriptomes following Marek's disease virus infection. Genes (Basel).

[13] Trapp-Fragnet L (2021). Marek's disease virus prolongs survival of primary chicken B-cells by inducing a senescence-like phenotype. PLoS Pathog..

[14] Speranza E (2021). Single-cell RNA sequencing reveals SARS-CoV-2 infection dynamics in lungs of African green monkeys. Sci. Transl. Med..

[15] Steuerman Y (2018). Dissection of influenza infection in vivo by single-cell RNA sequencing. Cell. Syst..

[16] Shah AU (2021). From nasal to basal: single-cell sequencing of the bursa of Fabricius highlights the IBDV infection mechanism in chickens. Cell Biosci..

[17] Qu X, Li X, Li Z, Liao M, Dai M (2022). Chicken peripheral blood mononuclear cells response to Avian Leukosis virus subgroup J infection assessed by single-cell RNA sequencing. Front. Microbiol..

[18] Korsunsky I (2019). Fast, sensitive and accurate integration of single-cell data with Harmony. Nat. Methods.

[19] Becht E (2018). Dimensionality reduction for visualizing single-cell data using UMAP. Nat. Biotechnol..

[20] Traag VA, Waltman L, van Eck NJ (2019). From Louvain to Leiden: Guaranteeing well-connected communities. Sci. Rep..

[21] Houssaint E, Lassila O, Vainio O (1989). Bu-1 antigen expression as a marker for B cell precursors in chicken embryos. Eur. J. Immunol..

[22] Ordway D (2007). XCL1 (lymphotactin) chemokine produced by activated CD8 T cells during the chronic stage of infection with Mycobacterium tuberculosis negatively affects production of IFN-gamma by CD4 T cells and participates in granuloma stability. J. Leukoc. Biol..

[23] Capone A, Volpe E (2020). Transcriptional regulators of T helper 17 cell differentiation in health and autoimmune diseases. Front. Immunol..

[24] Wen Z, Xu L, Xu W, Xiong S (2021). Retinoic acid receptor-related orphan nuclear receptor gammat licenses the differentiation and function of a unique subset of follicular helper T cells in response to immunogenic self-DNA in systemic lupus erythematosus. Arthritis Rheumatol..

[25] Parker A, Kaufman J (2017). What chickens might tell us about the MHC class II system. Curr. Opin. Immunol..

[26] Matulova M (2012). Characterization of chicken spleen transcriptome after infection with Salmonella enterica serovar Enteritidis. PLoS ONE.

[27] Sekelova Z (2017). Differential protein expression in chicken macrophages and heterophils in vivo following infection with Salmonella Enteritidis. Vet. Res..

[28] Thul PJ, Lindskog C (2018). The human protein atlas: A spatial map of the human proteome. Protein Sci..

[29] Sasaki H, Kurotaki D, Tamura T (2016). Regulation of basophil and mast cell development by transcription factors. Allergol. Int..

[30] Lacoste-Eleaume AS (1994). Biochemical and functional characterization of an avian homolog of the integrin GPIIb-IIIa present on chicken thrombocytes. Exp. Cell Res..

[31] Ferdous F (2016). Transcriptome profile of the chicken thrombocyte: New implications as an advanced immune effector cell. PLoS ONE.

[32] Haertle S (2017). Identification of the receptor and cellular ortholog of the Marek's Disease Virus (MDV) CXC chemokine. Front. Microbiol..

[33] Sutton KMM, Borowska D, Sang H, Kaiser P, Balic A, Vervelde L (2021). Characterization of conventional dendritic cells and macrophages in the spleen using the CSF1R-Reporter transgenic chickens. Front. Immunol..

[34] Islam AF, Walkden-Brown SW, Islam A, Underwood GJ, Groves PJ (2006). Relationship between Marek's disease virus load in peripheral blood lymphocytes at various stages of infection and clinical Marek's disease in broiler chickens. Avian Pathol..

[35] Kubota T (1999). Characterization of an avian (Gallus gallus domesticus) TCR alpha delta gene locus. J. Immunol..

[36] Parra ZE, Mitchell K, Dalloul RA, Miller RD (2012). A second TCRdelta locus in Galliformes uses antibody-like V domains: Insight into the evolution of TCRdelta and TCRmu genes in tetrapods. J. Immunol..

[37] Zhang J, Lyu T, Cao Y, Feng H (2021). Role of TCF-1 in differentiation, exhaustion, and memory of CD8(+) T cells: A review. FASEB J..

[38] Chen JM (2020). Enolase 1 differentially contributes to cell transformation in lung cancer but not in esophageal cancer. Oncol. Lett..

[39] Del Vesco AP, Jang HJ, Monson MS, Lamont SJ (2021). Role of the chicken oligoadenylate synthase-like gene during in vitro Newcastle disease virus infection. Poult. Sci..

[40] Zhong A, Chen T, Zhou T, Zhang Z, Shi M (2021). TPD52L2 is a prognostic biomarker and correlated with immune infiltration in lung adenocarcinoma. Front. Pharmacol..

[41] Goodrum F, McWeeney S (2018). A single-cell approach to the elusive latent human cytomegalovirus transcriptome. MBio.

[42] Kotliar D (2020). Single-cell profiling of ebola virus disease in vivo reveals viral and host dynamics. Cell.

[43] Wilk AJ (2020). A single-cell atlas of the peripheral immune response in patients with severe COVID-19. Nat. Med..

[44] Kazer SW (2020). Integrated single-cell analysis of multicellular immune dynamics during hyperacute HIV-1 infection. Nat. Med..

[45] de Jong LC, Crnko S, Ten Broeke T, Bovenschen N (2021). Noncytotoxic functions of killer cell granzymes in viral infections. PLoS Pathog..

[46] Strik MC (2007). Human mast cells produce and release the cytotoxic lymphocyte associated protease granzyme B upon activation. Mol. Immunol..

[47] Kim WJ, Kim H, Suk K, Lee WH (2007). Macrophages express granzyme B in the lesion areas of atherosclerosis and rheumatoid arthritis. Immunol. Lett..

[48] Hagn M, Jahrsdorfer B (2012). Why do human B cells secrete granzyme B? Insights into a novel B-cell differentiation pathway. Oncoimmunology.

[49] Turner CT (2019). Granzyme K expressed by classically activated macrophages contributes to inflammation and impaired remodeling. J. Investig. Dermatol..

[50] Dai M (2020). Systematic Identification of host immune key factors influencing viral infection in PBL of ALV-J infected SPF chicken. Viruses.

[51] Sarson AJ, Parvizi P, Lepp D, Quinton M, Sharif S (2008). Transcriptional analysis of host responses to Marek's disease virus infection in genetically resistant and susceptible chickens. Anim. Genet..

[52] Hao X (2021). An anti-tumor vaccine against Marek’s disease virus induces differential activation and memory response of gammadelta T cells and CD8 T cells in chickens. Front. Immunol..

[53] Laursen AMS (2018). Characterizaton of gamma delta T cells in Marek's disease virus (Gallid herpesvirus 2) infection of chickens. Virology.

[54] Lawand M, Dechanet-Merville J, Dieu-Nosjean MC (2017). Key features of gamma-delta T-Cell subsets in human diseases and their immunotherapeutic implications. Front. Immunol..

[55] Yang Y, Dong M, Hao X, Qin A, Shang S (2020). Revisiting cellular immune response to oncogenic Marek's disease virus: The rising of avian T-cell immunity. Cell Mol. Life Sci..

[56] Fenzl L, Gobel TW, Neulen ML (2017). gammadelta T cells represent a major spontaneously cytotoxic cell population in the chicken. Dev. Comp. Immunol..

[57] Harte MT (2003). The poxvirus protein A52R targets Toll-like receptor signaling complexes to suppress host defense. J. Exp. Med..

[58] Niikura M, Liu HC, Dodgson JB, Cheng HH (2004). A comprehensive screen for chicken proteins that interact with proteins unique to virulent strains of Marek's disease virus. Poult. Sci..

[59] Mao M (2021). Multifaced roles of PLAC8 in cancer. Biomark. Res..

[60] Wang D, Sun S, Heidari M (2018). Marek's disease vaccine activates chicken macrophages. J. Vet. Sci..

[61] Zheng GX (2017). Massively parallel digital transcriptional profiling of single cells. Nat. Commun..

[62] Wolf FA, Angerer P, Theis FJ (2018). SCANPY: Large-scale single-cell gene expression data analysis. Genome Biol..

[63] Zhang X (2019). Cell Marker: A manually curated resource of cell markers in human and mouse. Nucleic Acids Res..

[64] Franzen O, Gan LM, Bjorkegren JLM (2019). PanglaoDB: A web server for exploration of mouse and human single-cell RNA sequencing data. Database (Oxford).

[65] Madissoon E (2019). scRNA-seq assessment of the human lung, spleen, and esophagus tissue stability after cold preservation. Genome Biol..

[66] Kimmel JC (2019). Murine single-cell RNA-seq reveals cell-identity- and tissue-specific trajectories of aging. Genome Res..

[67] Dunn JR, Silva RF (2012). Ability of MEQ-deleted MDV vaccine candidates to adversely affect lymphoid organs and chicken weight gain. Avian Dis..

[68] Steep A (2022). Identification and validation of Ikaros (IKZF1) as a cancer driver gene for Marek's disease virus-induced lymphomas. Microorganisms.

[69] Robinson MD, McCarthy DJ, Smyth GK (2010). edgeR: a Bioconductor package for differential expression analysis of digital gene expression data. Bioinformatics.

[70] Soneson C, Robinson MD (2018). Bias, robustness and scalability in single-cell differential expression analysis. Nat. Methods.

[71] Jensen LJ (2009). STRING 8—A global view on proteins and their functional interactions in 630 organisms. Nucleic Acids Res..

How the deposited data were processed for this re-analysis (not part of the article)

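Spleen cells of 12 chickens were captured in droplets and sequenced as 1 library per bird. By the sample labels there were 3 birds in each of 4 groups, the resistant and the susceptible line, each infected with MDV and uninfected. The methods describe more birds per group than the labels do. Infected and control birds came from separate hatches, so that hatch and infection go together in the design. The authors processed the reads with Cell Ranger 3.1.0 against the GRCg6a genome with its Ensembl gene models, and pooled the libraries. The deposited values are whole-number UMI counts per gene and cell barcode, without normalization by the authors, and no source used here says whether the depth of the libraries was equalized when they were pooled. The matrix held 22382 genes and 22566 barcodes, each barcode with a library number from 1 to 12.

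No source used here pairs a library number with a bird. The paper names birds and the labels number replicates, and neither uses the library numbers. No cell was therefore assigned to a line, an infection state or a replicate, and conditions were not inferred from the values. Genes changed by infection, shares of cell types in infected and control birds, and viral transcripts were not analysed here. Libraries are treated as 12 unlabelled samples, with ranges and medians and no test between them. Cells are not replicates, and clusters are made from the same genes that describe them, so no p-value is given for a marker gene.

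The paper's filters were applied first. Barcodes with fewer than 200 or more than 1000 genes, more than 2500 UMIs, more than 20% mitochondrial UMIs or more than 50% ribosomal protein UMIs were removed. Counts were scaled to 10000 per cell, a total the methods do not state, and log-transformed. Highly variable genes were taken by the default limits of scanpy, 1268 in the first clustering and 1399 in the final one. Total UMIs and the mitochondrial and ribosomal percentages were regressed out, and genes were scaled to unit variance without a limit on the scaled values. Harmony was re-implemented from its published algorithm, because the package was not installed, and corrected 20 principal components by library. Leiden clusters at a resolution of 0.3 were found in the graph of 10 nearest neighbors with a seed of 0, the cluster of cell-cycle genes was removed, and the steps were repeated at a resolution of 0.25. The paper used another version of scanpy. The border between the bulk T cells and the cycling cells moved with the random seed, and also with the numerical routines chosen for the processor, which were held fixed here.

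Marker lists for the 12 cell types of the paper, for cycling cells and for erythroid cells were taken from its text, Fig. 2A and Suppl. Table 1, whose values had been seen. They held 88 genes, of which CLEC4F, CTSG and MKI67 matched no symbol of the matrix. A cluster was given the name of a type with the ending -like where at least 3 of its markers had a UMI in at least 10% of the cells and at least 1.5 times the CPM of all other cells, with 1 CPM added to both. These limits were chosen after the counts were seen, and names rebuilt in this way can differ from the paper's clusters. The genes named in the text were taken from those the paper names for a cluster, the marker lists, GNLY, GZMA, ENSGALG00000013546 (GZMK), HINTW, CSF1R, both identifiers given for Bu-1, and the 5 genes with the highest fold in each cluster among those with a UMI in at least 10% of its cells. Not all of these are reported in the text, although they are counted in the totals over marker genes, and 1 of them was left out for a reason unrelated to its values. Any other gene named was chosen after its values were seen, which holds for TPX2, SLC4A1, LECT2 and the genes shared by both macrophage clusters. Features without a symbol, 9942 of the 22382, are given by their identifier. A gene table of another chicken assembly, GRCg7b, matched 0 of the identifiers and 11816 of 12440 symbols, so that no coordinates are given.

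For each gene and cluster the share of cells with a UMI has an exact 95% binomial interval, and a share of 0 allows up to 3 cells of the total. CPM is the sum of a gene's UMIs over the sum of all UMIs of the cells. Medians have intervals from the ranked values. These intervals cover counting error only and not the spread between birds. Depth was low, with a median of 543 UMIs per cell, from 438 to 775.5 over the libraries. A gene missed in a cell is therefore not shown to be absent. Free RNA gives UMIs in cells that do not make a gene, so a share is set beside that of a cell type that should lack the gene, and shares were compared again with each cell thinned to 500 UMIs, which left out 4834 of 11328 cells. For T cell genes that type was plasma B cell-like cells, which held little of them. CD3E was there at 0.199 times the level of T cells, against 0.574 in macrophage (2)-like cells.

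The clustering, the naming, the thinning and the ratios to T cells were tested on simulated data of 2000 cells and 2000 genes, with 5 cell types in 4 libraries. Each type had 40 marker genes at 8-fold, the types were about equally common, and no free RNA was added for the clustering. The real T cell-like cluster had 0 genes at 5-fold. The test therefore shows that the steps run correctly on well separated types, not how well the real clusters were recovered. With Harmony the simulated types were found with an adjusted Rand index of 0.999, against 0.348 without, and 99.95% of cells fell in a cluster with the right name. All 50 of the top genes tested, ranked for the simulated types and not for the clusters found, were simulated markers. A background ratio simulated at 0.2125 was found at 0.211. Python 3.11.15 was used with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scanpy 1.11.5, scikit-learn 1.9.0, igraph 0.11.9, leidenalg 0.10.2 and umap-learn 0.5.12.

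The alternatives were other filters, other resolutions, no batch correction, no regression, 2000 highly variable genes, 30 neighbors, 40 principal components, another seed, the cell-cycle cluster kept, 140 named genes left out of the clustering, thinned cells and each library left out in turn. They and the markers were set before the data were examined. Chosen after seeing the data were a limit of 10 on scaled values, leaving out cells whose barcode has more UMIs in another library, leaving out the 5% of cells with the highest Scrublet score in each library, and further seeds and another set of numerical routines for the first clustering. Scrublet's own calls were to be used against doublets, but it marked 0.116% of cells, too few for the caller to have worked.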

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

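All tests in this part were chosen only after the results they test had been seen.

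A pair of clusters carried hemoglobin genes and held 1201 of the 11328 clustered cells, or 10.6% (10.0% to 11.2%). They stood out because the paper describes no cluster of this kind. HBA1 had a UMI in 61.5% of these cells, at 85.1 times the CPM of all other cells, SLC4A1 in 30.6%, at 159.7 times, and CA2 in 24.9%, at 56.9 times. Each of the 3 genes was higher there in 12 of 12 libraries. Of the 5 markers listed for erythroid cells, 3 passed the naming limits in each cluster. Hemoglobin genes held 17.2% of the UMIs of these clusters and 0.228% of those of other cells. Hemoglobin RNA added to cells of all types would leave the CPM of CD3E, CD3D and TCRB at 83.0% of that in other cells. The level left was 42.3% (39.8% to 45.0%), which argues against added hemoglobin RNA as the whole cause. A candidate explanation is that erythroid cells were captured along with leukocytes. CD3D still had a UMI in 31.6% of the cells, so that free RNA of T cells and doublets of a T cell with an erythroid cell stay open. No biological explanation was tested, because the libraries are paired with no bird.

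A cluster of 74 cells, with a median depth of 465.5 UMIs, was led by genes of antimicrobial peptides, which the paper does not discuss. AvBD1 had a UMI in 19 of these cells, or 25.7% (16.2% to 37.2%), DEFB4A in 20.3%, CATHL2 in 18.9%, CATHL1 in 16.2%, CATHL3 in 12.2% and LECT2 in 10.8%. AvBD1 was found in 0.115% of T cell-like cells, and CATHL1 in 0 of 4365, which allows a share of up to 0.0687%. Library 7 gave 34 of the 74 cells and library 9 gave 19. The others came from library 6 with 7 cells, library 1 with 5, libraries 4 and 10 with 3 each and libraries 3, 5 and 12 with 1 each. A UMI of CD3E, CD3D or TCRB was found in 77.0% of the cells, which leaves T cells with scattered peptide RNA open. UMIs of at least 2 of the 6 peptide genes were found in 6 of 14380 cells, with a counting interval of 2.20 to 13.1, where 0.490 would be met if UMIs fell independently within each library. Of the 79 cells with any of these genes, 59 lay in the cluster. The genes were picked from the cluster itself and 3 of the 6 cells came from library 9. Scattered background RNA of peptide genes and a cell type of its own therefore cannot be told apart. No biological explanation was tested.

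Of the 22566 cell barcodes, 3282, or 14.5%, had a sequence that carried more UMIs in another library. They stood out because the paper describes no such sharing. The matrix held 19284 distinct sequences, of which 845 were in more than 1 library, 249 in at least 6 libraries and 83 in all 12. In 1000 random draws of the number of barcodes of each library from these sequences, at most 16 fell in at least 6 libraries. Because the draws used only the sequences found, they share barcodes more often than draws from a longer list would. They gave means of 4418.5 sequences in 2 libraries, 1535 in 3 and 347 in 4, where 350, 44 and 108 were found. For each number of libraries from 5 to 12, more sequences were found than in any draw, with 94 against at most 84 in 5 libraries and 83 against 0 in all 12. Independent draws from any list at least this long also give fewer sequences in 4 libraries than in 3, whereas more were found. The deepest cells of the sequences in 3 and in 4 libraries had medians of 5770 and 6463.5 UMIs, against 536 for those in 1 library and 890.5 for those in 2. This argues against independent reuse as the source of most sequences in 3 or more libraries, and leaves it open for those in 2. The shallower copies had a median of 204 UMIs, or 2.62% of the UMIs of the deepest cell with the same sequence. Those deepest cells had a median of 6007 UMIs and a median hemoglobin share of 35.8%, and 69.5% of them exceeded the limit of 2500 UMIs. A shallower copy was closer in its genes to its own deepest cell than to another deepest cell of that library in 89.2% of 3199 copies, with a median cosine of 0.518 against 0.435. This is consistent with reads assigned to another library. Whether reads were exchanged between libraries in sequencing or material was mixed before it was not tested. Shallower copies made up 2916 of the 4175 barcodes with fewer than 200 genes and 316 of the 14380 cells kept, or 2.20%. Their share ran from 5.76% to 32.0% of the barcodes of a library. No biological explanation was tested.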

How the results depend on the processing

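The choices made only after results were seen are the limit on scaled values, leaving out cells whose barcode has more UMIs in another library, leaving out the highest Scrublet scores, and in the first clustering seeds 2 to 9 and another set of numerical routines.

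The number of cells kept was 14380 and stayed within 1.5 times of that under every filter tried except a lower limit of 300 genes, which left 8108. With each library left out in turn it ran from 11319 to 14087. The median number of genes, 315 per cell, rose to 324 without upper limits and to 396 with a lower limit of 300 genes, in both of which the filter itself keeps cells with more genes. It ran from 310 to 322 with each library left out. With a mitochondrial limit of 10% the median was 315, and without a ribosomal limit 314.

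The cluster of cell-cycle genes, with 3052 cells, changed by more than 1.5 times with seed 1 (1905 cells), seed 3 (1636), seed 4 (1960), seed 5 (1686) and seed 8 (1684) of the first clustering. The other 4 seeds stayed within that range. With the other set of numerical routines, seed 0 gave 3594 cells. There seeds 2 and 5 also stayed within 1.5 times, and seed 1 (1796 cells), seed 3 (1306), seed 4 (1668), seed 6 (1661), seed 7 (1666), seed 8 (1569) and seed 9 (1895) did not. Routines that only some processors offer gave still smaller clusters with some seeds, whose sizes are not given here. The cause was not tested. The number of clusters, 15, ran from 12 to 20, and the number of the paper's 12 cell types found, 10, from 8 to 11. There were 8 types at a resolution of 0.15, without batch correction and with the named genes left out, and 11 at a resolution of 0.5.

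The share of T cell-like cells, 38.5%, and that of cells in the clusters with hemoglobin genes, 10.6%, moved beyond their intervals under each other clustering run, except the second share at a resolution of 0.5. Without batch correction they were 52.7% and 7.63%, without regression 49.7% and 6.47%, and with the top 2000 highly variable genes 28.1% and 7.36%. With 30 neighbors they were 48.3% and 9.65%, with 40 principal components 42.2% and 9.38%, and with seed 1 for the final clustering as well 54.8% and 9.93%. A resolution of 0.15 gave 50.6% and 6.61%, and a resolution of 0.5 gave 37.5% for T cell-like cells. Keeping the cell-cycle cluster gave 29.4% and 8.23%, no upper limits 44.0% and 5.70%, and leaving out the named genes 48.7% and 8.81%. Leaving out the highest Scrublet scores gave 47.9% and 6.10%, limiting scaled values to 10 gave 55.3% and 9.13%, and leaving out cells whose barcode has more UMIs in another library gave 39.9% and 7.18%. With each library left out in turn, the clusters kept, the first share ran from 38.0% to 40.0% and the second from 9.14% to 11.2%. The cause was not tested. Over the 11 cell types, 39 of 145 shares stayed within their intervals and 106 moved when the cells were clustered again. With each library left out and the clusters kept, 127 of 132 stayed.

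Of the marker genes, 37 shares were computed again under the alternatives, giving 687 values. With each library left out and the clusters kept, 399 of 444 stayed within their intervals and 45 moved. Under the other alternatives 117 of 243 stayed, 123 moved and 3 changed direction against all other cells. Without upper limits TCF7 was found in 23.6% of effector T cell (γδ enriched)-like cells, at 1.20 times the CPM of all other cells, and in 22.6% of T cell (γδ enriched)-like cells, at 1.04 times, where both had been lower than other cells. The cause was not tested. With the named genes left out, TARP was found in 18.4% of T cell-like cells, at 2.18 times the CPM of all other cells. In that clustering no cluster took the name of either γδ enriched type, so that their 11 marker shares have no value. For lack of a cluster, BLB1, BLB2 and FCER1G have no value without batch correction, and HDC has none without batch correction or without upper limits. One library decided 2 marker shares of the macrophage (1)-like cluster. Without library 3, ITGB3 fell to 21.4% and ITGA2B to 19.7%. Apart from the libraries left out, leaving out the named genes gave the lowest shares of CD79B, JCHAIN, TXNDC5 and HDC over the alternatives run for them, at 17.9%, 44.6%, 39.4% and 35.6%. The highest were 47.9%, 96.7% and 85.8% for the first 3, without batch correction, and 67.5% for HDC, with the highest Scrublet scores left out. Depth limits all of these shares, and with cells thinned to 500 UMIs 15 of the 37 stayed within their intervals.

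GNLY lay above each T cell gene in 3.51% of the pairs of a cell type and a library, and in 57.1% of 42 pairs when cells with a UMI of CD3E, CD3D or TCRB were left out, which sets 3 of the 4 genes it is compared with to 0. Without library 10 the value was 1.92% and without library 12 it was 1.96%. GZMA lay above in 15.8% of pairs and in 7.32% with cells thinned to 500 UMIs. The cause of that change was not tested. The other alternatives left both values within their 95% intervals.

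No paired analysis was possible because the barcodes carry library numbers that no source used here pairs with the replicate numbers of the birds. For the same reason the tests of genes changed by infection with their alternatives, among them the normalization, the filter on low counts and the replicates left out, were not run, nor were the shares of cell types in infected and control birds and the viral transcripts. Removing cells by Scrublet's own calls was not run, because it marked 18 of 15489 cells, or 0.116%.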

Differences from the paper's values

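Alternatives named here were set before the data were examined unless it is said that they were chosen after seeing the values.

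The paper's median number of genes per cell was 478, and the median found here was 315, over 14380 cells where the paper kept 14378. With a mitochondrial limit of 10%, at 315, and without a ribosomal limit, at 314, the values also lay more than 1.5 times apart. Without upper limits, at 324, and with a lower limit of 300 genes, at 396, they did not. Leaving out the highest Scrublet scores, at 313, and leaving out cells whose barcode has more UMIs in another library, at 316, both chosen after seeing the values, left the gap as it was. No alternative reached the paper's value.

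The paper describes 12 clusters, and 15 were found here at its settings. A resolution of 0.15 and no batch correction each gave 12 clusters, with 8 of the paper's 12 cell types. A limit of 10 on scaled values, chosen after seeing the values, also gave 12 clusters, with 10 of the cell types, and dropped 0 of those found at the paper's settings. A resolution of 0.5 gave 20 clusters and 40 principal components gave 19.

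The paper separates T cells (1) and T cells (2) from its other T cells. Neither was found at the paper's settings, where too few of their listed markers reached 10% of the cells of any cluster for the naming rule to be met. This difference therefore does not show that such cells are absent. At a resolution of 0.5 a cluster of 12 cells met the limits for T cells (2), and no clustering run here gave T cells (1). The paper places IGF1R among the genes of T cells (1), whereas its highest share here was in the granulocyte (1)-like cluster, at 7.60%. It was also found in 5.08% of T cell (γδ enriched)-like cells and 2.98% of T cell-like cells, both above the 0.699% of plasma B cell-like cells.

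Suppl. Table 1 lists Bu-1 for the antigen-presenting B cells under ENSGALG00000001894. That gene was found here in 3.14% of antigen-presenting B cell-like cells, and its highest share was in effector T cell (γδ enriched)-like cells. ENSGALG00000015461, which carries the digits the paper's text gives for Bu-1, was found in 24.4% of antigen-presenting B cell-like cells.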

Other observations

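The tests of GNLY and GZMA against T cell genes in each library and of doublets among the cells removed were planned, and the other tests in this part were chosen only after the results had been seen.

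GNLY had a UMI in 87.1% of effector T cell (γδ enriched)-like and 49.9% of T cell-like cells, and also in 38.9% of macrophage (2)-like, 35.7% of plasma B cell-like and 21.4% of antigen-presenting B cell-like cells. GZMA was found in 17.3% of T cell-like cells and in 13.1%, 10.0% and 4.76% of these other 3. The CPM of both genes was set against that of T cells of the same library, taken over the T cell-like and both γδ enriched clusters, beside the same ratio of CD3E, CD3D, CD28 and TCRB. Of 57 pairs of a cell type and a library with at least 20 cells, GNLY lay above every T cell gene in 2, or 3.51%, within their range in 35 and below it in 20. GZMA lay above in 9, within in 21 and below in 27. Where T cells of a library hold little GZMA, a ratio of 0 is likely from counting alone, so that this tally says little about GZMA. Summed over libraries, the ratio of GNLY was above those of all 4 T cell genes in 2 of 8 cell types, at 0.281 against at most 0.225 in plasma B cell-like cells and at 0.382 against at most 0.363 in granulocyte (1)-like cells, within the counting intervals in both. It was above them in 4 types with the highest Scrublet scores left out, in 3 without upper limits, in 2 when cells whose barcode has more UMIs in another library were left out and in 1 with cells thinned to 500 UMIs. In the first 3 of these alternatives 1 type exceeded the counting intervals. These were granulocyte (1)-like cells at 0.659 (0.612 to 0.708) against at most 0.405, and plasma B cell-like cells at 0.330 (0.314 to 0.346) against 0.222 and at 0.342 (0.325 to 0.360) against 0.253. Macrophage (2)-like cells were at 0.345 against 0.205, 0.645 against 0.545 and 0.476 against 0.371, within the counting intervals. The summed ratio of GZMA was above the T cell genes in 5 types, at 1.05 against at most 0.661 in macrophage (2)-like, 0.652 against 0.363 in granulocyte (1)-like, 2.28 against 1.82 in granulocyte (2)-like, 0.549 against 0.453 in antigen-presenting myeloid cell-like and 0.352 against 0.225 in plasma B cell-like cells. It exceeded the counting intervals in 2 of these, the macrophage (2)-like and granulocyte (1)-like cells. For GZMA this number was 3 with the highest Scrublet scores left out and 4 without upper limits. It was 2 when cells whose barcode has more UMIs in another library were left out and 0 with cells thinned to 500 UMIs. Macrophage (2)-like cells were among them in all but the last. A sum over libraries weighs them differently for each gene. The tally for GNLY is a weak test. GNLY had to lie above the highest of 4 ratios, and that of CD28 rests on few UMIs, from 2 in granulocyte (2)-like cells to 37 in the clusters with hemoglobin genes. A low share of pairs above is thus likely from counting alone. The tally leaves background RNA from T cells, or T cells counted in these clusters, open as a source of GNLY UMIs outside T cells. Such RNA is not shown to be the source, and for the sums by cell type it cannot be told apart from other sources, because the alternatives differ in which cell types stand out. For GZMA the tally says little, and the sums weigh the libraries differently for each gene and changed with the processing. Across these cell types, background RNA from T cells and other sources of GZMA therefore cannot be told apart. The granulocyte (2)-like cells, treated below, are an exception. Their ratio of 2.28 (1.85 to 2.77) argues against background RNA from T cells as the whole cause there. The paper's comparison of these genes between infected and control birds was not analysed here.

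CD3E was not at one level outside T cells. Relative to the same T cells of each library it was 0.167 (0.138 to 0.201) in antigen-presenting B cell-like cells and 0.574 (0.485 to 0.676) in macrophage (2)-like cells, which lie 3.43 times apart. The value of macrophage (2)-like cells depended on the processing. It was 0.0727 with the highest Scrublet scores left out, below the 0.186 of antigen-presenting B cell-like cells there, 0.278 when cells whose barcode has more UMIs in another library were left out, and 0.275 without upper limits. Macrophage (1)-like cells were at 0.546 (0.440 to 0.668), and at 0.643, 0.583 and 0.576 under these 3 alternatives, where antigen-presenting B cell-like cells were at 0.186, 0.222 and 0.142. This argues against free RNA at one level in every cell as the whole cause. Doublets with T cells, and T cells placed in these clusters, stay open. In granulocyte (2)-like cells, left aside in that comparison, the ratio was 0.840. No biological explanation was tested.

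In the granulocyte (2)-like cluster GZMA had a UMI in 52 of 144 cells, or 36.1%. Set against the number that would be met at the level of the T cells of the same library, there were 4 GZMA UMIs against 0.0739 in library 1, 12 against 0.296 in library 2, 16 against 0.126 in library 3, 14 against 0 in library 4, 8 against 4.58 in library 5, 3 against 0.00924 in library 6, 7 against 0.135 in library 7, 3 against 13.2 in library 8, 7 against 19.1 in library 9, 4 against 2.95 in library 10, 0 against 2.99 in library 11 and 22 against 0.395 in library 12. The number was thus higher in 9 of the 12 libraries and lower in libraries 8, 9 and 11. The sum was 100 against 43.9, a ratio of 2.28 (1.85 to 2.77), and 3.76 without library 9. With cells thinned to 500 UMIs the ratio was 2.65, with the highest Scrublet scores left out 1.92, and 2.35 when cells whose barcode has more UMIs in another library were left out. This argues against background RNA from T cells as the whole cause, because it could at most reach the level of the T cells. The same limit holds for doublets with T cells, and CD3D too was above it, at 1.82 (1.64 to 2.02) times that level. CD3E was at 0.840 (0.654 to 1.06) times, TCRB at 0.382 (0.234 to 0.591) and CD28 at 0.130 (0.0157 to 0.470), the last from 2 UMIs. The T cell genes were thus not raised together. CD3D had a UMI in 107 of the cells. In the cells without a UMI of CD3E, CD3D or TCRB the ratio was 0.505, from 4 GZMA UMIs. Nearly all GZMA UMIs thus lay in cells with a UMI of these 3 genes, but CD3D alone was found in most of the 144 cells. This split therefore does not tell the source of GZMA. Other cells with T cell genes grouped with these remain open, as does background RNA for the 4 UMIs. No biological explanation was tested.

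The upper limits on genes and UMIs removed 1109 cells that passed the other filters. Scrublet marked 1 of these and 17 of the cells kept, or 18 of 15489, so that its calls decide nothing. Among the highest 5% of its scores were 5.32% of the removed and 4.99% of the kept cells. Median scores were 0.0683 in the removed and 0.0732 in the kept cells. The scores thus gave no sign of more doublets among the removed cells. Because too few cells were marked for the caller to have worked, doublets cannot be told apart from other causes. Hemoglobin genes held over 50% of the UMIs in 41.8% of the removed cells and in 0.737% of those kept. Cells full of hemoglobin RNA are thus a candidate explanation for a large part of the cells removed.

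There were 2 unnamed clusters with at most 2 genes at 5-fold, holding 459 cells, of which CDK6 and OIT3 were the leading genes. When scaled values were limited to 10 the number of such clusters was 0, as it was without batch correction. It was 1 at a resolution of 0.5, with the top 2000 highly variable genes and without upper limits, and 4 with 40 principal components. Scaling of rare genes without a limit may form such clusters, but because another choice removed them as well, it cannot be told apart from the other steps of the clustering.

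Some genes differed widely between the 12 libraries, whose conditions are not known. Among cells that passed the filters, HINTW was at 3359.7 CPM in library 11, 3275 in library 4, 3237 in library 2 and 2972 in library 12. It was at 59.9 CPM in library 7, 49.0 in library 1, 43.0 in library 6, 38.3 in library 9, 0.974 in library 3 and 0 in libraries 5, 8 and 10. Over all barcodes of the last 8 libraries, 98.0% to 100% of HINTW UMIs lay in barcodes with more UMIs in another library, against 1.18% to 2.85% in libraries 2, 4, 11 and 12. HINTW had the widest gap of 5781 genes with at least 120 UMIs.

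GZMA was at 3168 CPM in library 8, 2809 in library 10, 1319 in library 11, 1282 in library 5 and 1169 in library 9. It was at 90.5 CPM in library 2, 89.9 in library 12, 34.5 in library 4, 22.4 in library 3, 13.0 in library 7, 8.72 in library 1 and 5.24 in library 6. Its gap was the third widest, and that of ENSGALG00000013546 the next. ENSGALG00000013546 (GZMK) was at 450.2 CPM in library 8, 371 in library 10, 285 in library 9, 284 in library 5, 186 in library 11, 19.0 in library 2, 13.6 in library 6, 13.1 in library 1, 11.7 in library 3, 9.40 in library 12, 6.99 in library 7 and 6.90 in library 4. GNLY was at 27462 CPM in library 8, 22841 in library 10, 13742 in library 5, 12166 in library 11, 8499 in library 9, 3285 in library 12, 2852 in library 2, 2639 in library 1, 2617 in libraries 6 and 7, 2583 in library 3 and 1916 in library 4. No line, infection state or sex was inferred from these values, and no explanation of them was tested.

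The genes leading the macrophage (1)-like cluster by fold after ITGB3 were CSTA, found in 40.3% of its cells, and GP9, found in 16.0%. They were at 227 and 218 times the CPM of all other cells. Of the genes listed for the macrophage (2) and antigen-presenting myeloid types and CSF1R, 14 in all, 0 were above the level of all other cells. Their median was 0.305 times that level and the highest 0.955. Outside this list, leading genes of the same types also went the other way. DNASE1L3, of the antigen-presenting myeloid cell-like cluster, was at 14.1 times, in 9.56% of cells, and higher in 5 of 12 libraries. CXCL13L2, of the macrophage (2)-like cluster, was at 1.13 times and higher in 2 of 12. The listed genes as a set argue against macrophages as most of the cells of the cluster. Thrombocytes stay open. TUBB1 and GP1BB were at 122 and 72.9 times the level of other cells, but they, ITGA2B and ITGB3 are markers by which the cluster was named, and GP9 was found among its leading genes, so that their height is no separate test. GP1BB was higher than in other cells in 4 of 12 libraries and TUBB1 in 11. In the clustering without the named genes, ITGB3 was at 125 and ITGA2B at 49.3 times the level of other cells. There these genes did not form the cluster, but they still helped to choose which cluster took the name. No biological explanation was tested.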
